# Identification of LRP1^+^CD13^+^ human periosteal stem cells that require LRP1 for bone repair

**DOI:** 10.1172/jci.insight.173831

**Published:** 2024-11-22

**Authors:** Youngjae Jeong, Lorenzo Deveza, Laura Ortinau, Kevin Lei, John R. Dawson, Dongsu Park

**Keywords:** Bone biology, Stem cells, Adult stem cells, Human stem cells

## Abstract

Human periosteal skeletal stem cells (P-SSCs) are critical for cortical bone maintenance and repair. However, their in vivo identity, molecular characteristics, and specific markers remain unknown. Here, single-cell sequencing revealed human periosteum contains SSC clusters expressing known SSC markers, podoplanin (*PDPN*) and *PDGFRA*. Notably, human P-SSCs, but not bone marrow SSCs, selectively expressed identified markers low density lipoprotein receptor-related protein 1 (LRP1) and CD13. These LRP1^+^CD13^+^ human P-SSCs were perivascular cells with high osteochondrogenic but minimal adipogenic potential. Upon transplantation into bone injuries in mice, they preserved self-renewal capability in vivo. Single-cell analysis of mouse periosteum further supported the preferential expression of LRP1 and CD13 in *Prx1*^+^ P-SSCs. When *Lrp1* was conditionally deleted in *Prx1* lineage cells, it led to severe bone deformity, short stature, and periosteal defects. By contrast, local treatment with an LRP1 agonist at the injury sites induced early P-SSC proliferation and bone healing. Thus, human and mouse periosteum contains unique osteochondrogenic stem cell subsets, and these P-SSCs express specific markers, LRP1 and CD13, with a regulatory mechanism through LRP1 that enhances P-SSC function and bone repair.

## Abstract 2

The discovery of human periosteum-resident skeletal stem cells with novel LRP1 and CD13 marker expression and their osteochondrogenic potentials

## Introduction

Tissue-resident skeletal stem cells (SSCs) are essential for bone growth and lifelong bone regeneration and repair in humans. Adult SSCs are highly heterogeneous and present in the bone marrow (BM) and periosteum (outer bone layer). In many orthopedic procedures, removal of the periosteum generally interrupts fracture repair, implying that periosteal skeletal stem cells (P-SSCs) play a critical role in fracture healing and regeneration (1–3). For these reasons, the application of bone grafts with P-SSCs is considered an ideal therapeutic candidate for nonunion fractures, bone defects, and bony fusions (4). Recently, multiple subsets of mouse skeletal stem and progenitor cells were discovered by utilizing transgenic tools, and many studies have focused on the distinct functions and markers of mouse P-SSCs (5–13). While the presence of similar stem/progenitor cells in the human periosteum has been proposed, the in vivo identity and function of endogenous human P-SSCs are far more elusive. In fact, whether such heterogeneity exists within human P-SSC populations and how they differ from BM-SSCs remain unknown.

To dissect cellular compositions within SSCs, single-cell RNA sequencing (scRNA-Seq) has been used to identify and characterize cellular heterogeneity in the BM stromal population in mice and humans (2, 3, 14–17). These comprehensive analyses of BM stromal cells (BMSCs) improved our understanding of their diversity and regulatory roles in the maintenance of both the skeletal and hematopoietic system. The first embryonic skeletogenesis cell atlas of human bones was generated from human embryonic long bone and calvaria and revealed the presence of multiple subsets of stem/progenitor cells and their lineage hierarchy during embryonic skeletal development (4). Other in vitro studies revealed that freshly isolated human BM aspirate cells fail to meet the criteria for cultured mesenchymal stem cells, suggesting the presence of heterogeneity and distinct gene expression profiles for endogenous SSCs (14, 17). A recent scRNA-Seq study with neonatal human BM cells identified 7 subsets of human skeletal stem/progenitor cells (SSPCs) with differential expression of podoplanin (PDPN), CD146, CD73, CD164, and THY1 (1). While previous studies allowed us to define multiple subsets of SSPCs, a main limitation is that these studies only used BM cells. Therefore, the cellular heterogeneity and molecular signatures of human periosteal cells and their SSC subsets remain elusive. Furthermore, the distinct markers of endogenous human P-SSCs are essentially unknown.

Here, we define for the first time to our knowledge the cellular composition and heterogeneity of the human periosteum by single-cell analysis. We also define the molecular characteristics of endogenous human P-SSCs and identify potentially novel human P-SSC–specific markers, low density lipoprotein receptor-related protein 1 (LRP1) and CD13. In addition, we report that the combination of LRP1 and CD13 with other SSC markers (PDPN and PDGFRA) can distinguish and isolate human and mouse P-SSCs with osteochondrogenic differentiation capacity and that LRP1 plays a critical role in skeletal development and periosteal progenitor cell regulation.

## Results

### Single-cell analysis reveals distinct human P-SSC clusters with known SSC marker expression.

The human periosteum is a thin fibrous layer composed of various cells with different biological properties, but little is known about the cellular identity and regulatory mechanism of the human periosteum-resident cells and their stem cells. To define the cellular composition of human periosteal cells, we obtained 4 sets of intact (uninjured but discarded) periosteal specimens from the medial malleoli and distal radius of patients during fracture repair surgery (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.173831DS1). Immediately after specimen collection, we performed enzymatic digestion, hematopoietic lineage depletion to enrich stroma cell populations, and isolation of nonhematopoietic/nonendothelial (CD45*^−^*CD31*^−^*CD235a*^−^*) periosteal cells using fluorescence-activated cell sorting (FACS). Sorted cells were then used for droplet-based 10x Genomics Chromium scRNA-Seq. The datasets were filtered to remove cells with fewer than 500 detected unique molecular identifiers (UMIs) and genes, leaving a total of 10,920 single cells from 4 periosteal samples. The comparison of 4 periosteal datasets revealed that there was no substantial batch effect after the integration of datasets by Seurat (18) (Figure 1A and Supplemental Figure 1B). Subsequent UMAP clustering showed that the periosteal cells comprised at least 13 distinct clusters, supporting that endogenous periosteal cells are highly heterogeneous (Figure 1A). To characterize each of these clusters, we next performed cell type annotation analysis with the previously known markers and cell type–specific gene signatures. We found 8 clusters (cluster 1 to 8) grouped together with expression of mesenchymal lineage markers, and 5 other clusters distinctly separated with expression of NCAM^+^STMN1^+^ neuronal markers (clusters 9 and 10), CD31^+^ endothelial cell markers (cluster 11), CD45^+^ hematopoietic cell markers (cluster 12), or CD14^+^CD11b^+^ monocyte/macrophage markers (cluster 13) (Figure 1, B and F, and Supplemental Figure 2).

We next determined which of these clusters annotate P-SSCs and osteochondrogenic progenitor cells. Given there were no specific human P-SSC markers, we first analyzed the expression of osteogenic and chondrogenic progenitor markers as well as previously reported human BM-SSC markers (1). Notably, we found that key chondrogenic factors (*SOX9*, *SCX*, *PTHLH*, *ACAN*) were expressed in clusters 3, 4, and 5 and key transcription factors (*MSX2* and *HEY1*) in cluster 3 (Figure 1, B and C, and Supplemental Figure 2E). By contrast, cluster 8 selectively expressed early osteoprogenitor (OPC) markers and transcription factors (*CD146*, *THY1*, *RUNX2*, and *DLX5*) with few mature osteoblast markers, suggesting that cluster 8 represented osteogenic progenitors (Figure 1, B and C, and Supplemental Figure 2F). Notably, overlaying of multiple human BM SSC surface markers (*PDPN*, *CD73*, *CD164*, and *PDGFRA*) showed their enrichment in cluster 1 (Figure 1C). Since SSCs supply diverse cell types during bone development and possess multilineage differentiation potential, we used lineage trajectory (Monocle) and RNA velocity dynamics (scVelo) to define the mesenchymal subpopulation splicing kinetics and to identify each cell’s position during the differentiation processes (19–21). Nonrelevant clusters (clusters 9–13) were excluded from the analysis to minimize the misinterpretation of relationships between cells, lineage trajectory, and RNA velocity. These data consistently showed the transition of cellular state from P-SSCs (cluster 1) to chondrogenic progenitor cells (CPCs) (cluster 3, 4, and 5), fibro-adipogenic progenitors (FAPs) (cluster 6 and 7), and OPCs (cluster 8), supporting that there is a multipath trajectory potential from SSCs in human periosteum (22) (Figure 1, D and E).

In addition, cell cycle analysis revealed that the P-SSC cluster (cluster 1) selectively expressed stemness markers (*SOX4*, *GAS1*, and *DPP4*) with the highest G1 population among mesenchymal lineage cells, while SOX9^+^PTHLH^+^ CPCs 1 (cluster 4) contained the highest G2M phase (Supplemental Figure 3). Consistent with lineage trajectory and RNA velocity analysis, Gene Ontology (GO) analysis showed the P-SSC cluster highly expressed genes involved in skeletal system development, chondrocyte differentiation, ossification, and endochondral bone morphogenesis, supporting that this cluster encompasses stem and progenitor cells with multilineage differentiation potentials (Figure 1G). Further, the P-SSC cluster showed a positive enrichment score for bone mineralization, endochondral bone morphogenesis, and chondrocyte development (Figure 1H).

Recently, several markers of P-SSCs have been identified in murine models. However, whether human P-SSCs similarly express mouse P-SSC markers has not been elucidated. We therefore analyzed the expression of murine P-SSC markers in the UMAP plots and found *CTSK* (a recently identified mouse P-SSC marker) (8), was highly expressed in cluster 1, while *PRRX1* (a marker for limb bud development and periosteal progenitor cells) (12, 23) was expressed in clusters 1–10 (Supplemental Figure 4). Further, cluster 1 expressed other BM perivascular SSC markers (*CXCL12* and *NES*), suggesting these clusters annotate periosteal SSPCs, which are highly similar to mouse P-SSCs and their stem cell marker expression (Supplemental Figure 3). We also verified that fully differentiated cell markers were not expressed in these clusters (Supplemental Figure 2, E–G). Taken together, these data suggest that the human periosteum contains a PDPN^+^CD73^+^CD164^+^PDGFRA^+^ P-SSC cluster (cluster 1) distinct from SOX9^+^SCX^+^PTHLH^+^ and SOX9^+^SCX^+^PTHLH*^−^* chondroprogenitors (cluster 3 and 4) and THY1^+^CD146^+^RUNX2^+^ osteoprogenitor cluster (cluster 8).

### Human P-SSCs express LRP1 and CD13 as P-SSC surface markers.

The characteristics of human P-SSCs remain largely undefined because of the lack of knowledge regarding their specific markers. Therefore, we next examined the DEGs and cell surface markers in the P-SSC cluster (cluster 1) compared with other clusters. Among the top genes, we filtered out plasma membrane expressing genes that were not detectable in scRNA-Seq datasets of freshly isolated human BM from femoral neck and BM aspirate cells (14). Interestingly, we observed that *LRP1* and *CD13* transcripts were highly expressed in P-SSC and progenitor clusters (Figure 2, A and B). Subsequent UMAP clustering of periosteal and BM aspirate cells revealed *LRP1* and *CD13* expression were not detectable in BM stromal cells, though monocyte subsets showed low expression (Figure 2B). Further, surface protein expression estimation by SPECK (Surface Protein abundance Estimation using CKmeans-based clustering thresholding) showed more distinct and stronger *LRP1* and *CD13* expression in the P-SSC cluster (Figure 2C), while its expression was absent in the BM dataset. When surface protein estimation of high *LRP1*- and *CD13*-expressing cells (*LRP1* > 1) was combined with *PDPN* and *PDGFRA* (known SSPC markers) (1, 24–26), we found that approximately 76% of LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ cells were enriched in P-SSCs (cluster 1) (Figure 2, D and E).

Next, to test whether the LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ combination could be used to isolate human P-SSCs, we performed FACS analysis of cells from human periosteum tissue and found that 2.4% (2.2 ± 0.5, *n* = 3) of CD45*^−^*CD31*^−^*CD235a*^−^* periosteal cells were CD13^+^PDPN^+^ and approximately 57% of CD13^+^PDPN^+^ periosteal cells were LRP1^+^PDGFRA^+^ (Figure 2F, red boxes). However, none of the CD13*^−^*PDPN*^−^* cells expressed LRP1 and PDGFRA (Figure 2F, green boxes). More importantly, most of the LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ periosteal cells expressed SSC immunotypic markers, namely CD200 (~96%), CD105 (~88%), and CD271 (~96%), while only a small subset (<5%) of CD13*^−^*PDPN*^−^* cells expressed CD200, CD105, and CD271, signifying the specificity of LRP1 in human P-SSCs (Figure 2G). To further validate the coexpression of LRP1, CD13, and PDPN in human P-SSCs and their tissue locations, we performed immunofluorescence staining of LRP1, CD13, and PDPN on human periosteal tissues and found LRP1, CD13, and PDPN expression colocalized in a subset of periosteal cells (Figure 2, H–K). We also found that these LRP1^+^CD13^+^ P-SSCs preferentially resided in a perivascular location (Figure 2, H–K). Taken together, these data suggest LRP1 and CD13 are highly expressed in human P-SSC clusters, and the combination of LRP1 and CD13 with PDPN and PDGFRA can identify endogenous human P-SSCs with high specificity.

### LRP1 and CD13 are selective markers that can distinguish human P-SSCs from BMSCs.

SSCs in different bone compartments have distinct functions and site-specific regulation. However, it is not known how human P-SSCs differ from BMSCs at the single-cell level. Furthermore, selective markers for human P-SSCs are not well elucidated. Given scRNA-Seq data from freshly isolated BM aspirate concentrates were recently reported and publically available (14), we combined these BM aspirate datasets with our BM single-cell datasets from femoral neck and compared these BM cell datasets with our periosteal cell datasets (Figure 3A). After selecting high-quality single cells, we first defined BMSC subsets (CD45*^−^*CD31*^−^*LEPR^+^CD105^+^ and CD45*^−^*CD31*^−^*RUNX2^+^CD200^+^) in BM cells through UMAP clustering analysis (Figure 3, B and C). Next, the integration of BM cell subsets with periosteal cell subsets revealed some human periosteal cell clusters overlapped with BM stromal clusters. However, the human P-SSCs and BMSCs (LEPR^+^CD105^+^) formed distinct clusters, suggesting differential molecular signatures of human P-SSC clusters compared with BMSC clusters (Figure 3, D, E, and G). More importantly, we determined that *LRP1*, *CD13*, and *PDGFRA* transcripts were highly expressed in P-SSC clusters but nearly undetectable in BMSCs (Figure 3F). These results suggest that the LRP1 and CD13 combination can be a selective marker for endogenous human P-SSCs (14).

### LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ human P-SSCs are osteochondrogenic and long-term repopulating cells in vitro.

Given multiple progenitor clusters are present in the human periosteum (Figure 1G), we next determined the self-renewal and multilineage differentiation potentials of LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ P-SSC cluster (cluster 1) compared with those of LRP1*^−^*CD13^+^PDPN*^−^* cells and LRP1*^−^*CD13^−^. After FACS isolation of LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ P-SSCs and LRP1*^−^*CD13^+^PDPN*^−^*, or LRP1^−^CD13^−^ control cells from CD45^−^CD31^−^CD235a^−^ periosteal cells, an in vitro clonogenic assay revealed that LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ P-SSCs had significantly greater viability and colony formation (Figure 4A). When each of those colonies was cultured at the same cell density (5 × 10^5^ cells/well), LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ P-SSCs had ~2-fold more cell numbers at day 10, suggesting their higher proliferation capability (Figure 4B). In addition, an in vitro trilineage differentiation assay determined that the cells from LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ P-SSC colonies were highly osteogenic (alizarin red staining) and chondrogenic (Alcian blue staining) but showed minimal adipogenic differentiation (Figure 4C). By contrast, LRP1*^−^*CD13^+^PDPN*^−^* cells had reduced osteogenic potential, whereas LRP1^−^CD13^−^ cells showed reduced differentiation potentials for all 3 lineages (osteogenic, chondrogenic, and adipogenic), indicating the roles of different subset of progenitor cells with distinct differentiation potentials in the human periosteum (Figure 4C). To assess the long-term repopulation ability of human P-SSCs, whole periosteal cells were cultured in serum-rich media and underwent multiple passages at weekly intervals. Consistently, FACS analysis of cells of each passage revealed LRP1^+^CD13^+^PDGFRA^+^ cells preserved their population, and the majority of these cells (~60%) expressed stem cell markers (CD73^+^CD164^+^), while only 10% of LRP1*^−^*CD13^+^PDGFRA^+^ cells expressed CD73 and CD164 (Figure 5, A–D) (1). Furthermore, LRP1^+^CD13^+^PDGFRA^+^ cells had a significantly greater rate of proliferation compared with LRP1*^−^*CD13^+^PDGFRA^+^ cells, indicating a critical role of LRP1 in stem and progenitor cell self-renewing and proliferative capacity in vitro (Figure 5, E and F).

### Human LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ P-SSCs engraft into bone injury and contribute to bone healing in vivo.

To better define the long-term repopulation and bone-forming ability of LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ P-SSCs in vivo, we performed transplantation and consecutive intravital imaging of human P-SSCs at injury sites in the calvaria or long bone of immunocompromised mice (NOD *scid*). Although the transplantation of SSCs with a scaffold into the kidney capsule (5) or mammary fat pad (8) was commonly used to determine SSC repopulation and differentiation capabilities, we reasoned that a more physiologically and clinically relevant approach would be to transplant human P-SSCs onto a mouse periosteal injury site. A total of 5,000 FACS-sorted LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ P-SSCs or LRP1*^−^*CD13*^−^*PDPN*^−^* control cells from the human periosteal CD45*^−^*CD31*^−^*CD235a*^−^* fraction were transplanted with Matrigel onto the drill hole calvarial injury site of NOD *scid* mice. To detect engrafted cells in living animals, we stained cells at the calvarial injury sites with human HLA-ABC-FITC antibody about 20 minutes prior to each imaging session. Using intravital imaging, we tracked successful engraftment and repopulation of LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ P-SSCs 7 days after transplantation and their expansion 14 days after the transplantation (Figure 6, A and B). By contrast, only a few LRP1*^−^*CD13*^−^*PDPN*^−^* cells were engrafted at day 7, and even fewer cells were present 14 days after transplantation (Figure 6B). FACS analysis at 15 days after transplantation verified the number of donor cells present in the calvarial injury was over 10-fold higher with LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ P-SSCs compared with LRP1*^−^*CD13*^−^*PDPN*^−^* cells (Figure 6, C–E, HLA-FITC). In addition, a subset (~2%) of P-SSCs maintained CD13 and PDPN expression; approximately 88% of these cells were PDGFRA and LRP1 positive, while none of the LRP1*^−^*CD13*^−^*PDPN*^−^* cells expressed these markers (Figure 6, F and G), implying a strong repopulation capability of LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ P-SSCs in vivo. To further validate osteochondrogenic differentiation potential of P-SSCs in vivo, FACS-sorted LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ P-SSCs were transplanted with Matrigel onto the drill hole defect sites of tibial injury or gastrocnemius muscle of NOD *scid* IL2Rgamma^null^ CAG-EGFP (NSG-EGFP) mice. To distinguish human donor cells from mouse recipient cells, immunofluorescence staining for HLA-ABC-PE, LRP1, ACAN, and OCN on tibial injury callus revealed coexpression of HLA-ABC and LRP1 (Figure 7, A–C). More importantly, these HLA-ABC^+^ human periosteal cells expressed ACAN and OCN, indicating their chondrogenic and osteogenic differentiation potentials, respectively (Figure 7, D and E). Consistent with our bone injury models, these human P-SSCs were able to form bone organoids following intramuscular transplantation in vivo (Figure 7, F and G). However, we did not observe such function in LRP1*^−^*CD13*^−^* cells (data not shown). These data suggest LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ periosteal cells are, at least in part, long-term repopulating P-SSCs that can maintain their immunotypic markers and contribute to bone healing, even after transplantation onto the bone injury site in vivo.

### Mouse Prx1^+^ P-SSCs selectively express LRP1 and CD13.

To determine whether LRP1 expression is conserved across the species, we collected FACS-isolated nonhematopoietic/nonendothelial cells (CD45*^−^*CD31*^−^*Ter119*^−^*) from mouse long bone periosteum and performed 10x scRNA-Seq. 

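The mouse scRNA-Seq data were 2 libraries of sorted periosteal cells, replicates 1 and 2 of a single condition, and the sample labels give wild-type C57BL/6 mice 4 weeks of age. The libraries were made with the 10x Chromium 3′ kit, in which each captured transcript carries a unique molecular identifier (UMI), so that transcripts rather than PCR copies were counted. The authors aligned and counted the reads with Cell Ranger and deposited the number of UMIs of each gene in each cell barcode, without normalization. The methods name a human genome for the alignment, and the text of the paper does not name the mouse genome build. The deposited gene list held 32288 features, of which 32285 were mouse genes and 3 were the reporter sequences EGFP, tdTomato, and tdTomato-WPRE. Library 1 held 9932 cell barcodes and 100808649 UMIs (median 4036 per barcode), and library 2 held 3659 cell barcodes and 33306452 UMIs (median 5269). The methods also give a number of reads per sample, but all values reported here rest on UMIs. No barcode had fewer than 500 UMIs. After the filters of the methods were applied (at least 500 genes and 500 UMIs and at most 10% mitochondrial counts), 6276 cells of library 1 and 2893 cells of library 2 remained, with medians of 8164 and 6279 UMIs and of 1880 and 1982 genes per cell. Fewer than 500 genes were detected in 3436 and 689 barcodes, and more than 10% of the counts were mitochondrial in 1449 and 202 barcodes. The libraries were integrated by canonical correlation analysis in Seurat with 3000 variable genes and 15 principal components, as in the methods, and clustered at Seurat's default resolution of 0.8, since the text names no resolution. Hematopoietic clusters were then removed, and the remaining stromal cells were integrated and clustered again. No doublets were removed, because the methods name no such step. Each cluster was named by marker genes listed before the data were examined, with "-like" added because the names are rebuilt and the authors' own annotation was not used here. Prrx1 (which encodes PRX1), Lrp1, Anpep (which encodes CD13), Cxcl12, Col2a1, Runx2, and Bglap were kept out of the variable genes and out of the marker lists, so that the clustering did not fix their levels. Cells of one library are not replicates. UMIs were therefore summed per library and cell class, and the sums were compared between classes with edgeR's quasi-likelihood test (n = 2 libraries per class), with p-values adjusted over 9985 genes by the Benjamini-Hochberg method. Classes with fewer than 10 cells in a library were not tested. Standard errors beside log2 fold changes were calculated back from the test, as the size of the fold change over the square root of its F statistic. For single libraries, 95% intervals were exact Poisson intervals for UMI counts and exact binomial intervals for shares of cells, and they cover counting error only.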

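Of the 9169 cells kept, 7600 fell into 16 of 23 clusters that were hematopoietic by their markers. These made up 92.9% of the kept cells of library 1 (95% interval 92.2 to 93.5) and 61.2% of library 2 (59.4 to 63.0). They were B cell-like (2220 and 1175 cells in libraries 1 and 2), erythroid-like (1222 and 123 cells), neutrophil-like (695 and 99 cells), monocyte/macrophage-like (589 and 116 cells), T/NK cell-like (119 and 38 cells), and of hematopoietic clusters without a name (985 and 219 cells). The monocyte/macrophage-like cells include a cluster of 347 and 42 cells led by Retnlg, Cstdc4, and Asprv1, with none of the monocyte/macrophage-like markers among its 10 leading genes, so that the division between neutrophil-like and monocyte/macrophage-like cells is uncertain. The remaining 1569 stromal cells, 446 from library 1 and 1123 from library 2, formed 14 clusters. Among the alternative settings, a resolution of 1.2 gave 16 clusters and a resolution of 0.4 gave 11. P-SSC-like cells formed 3 clusters with 28 cells in library 1 and 312 in library 2, which was 6.28% (4.21 to 8.95) and 27.8% (25.2 to 30.5) of the stromal cells. These clusters were led by Mfap5, Ly6a, and Clec3b, by Mfap4, Eln, and Col3a1, and by Lpl, Pi16, and Myoc. Lepr+ stromal-like cells, led by Adipoq, Lpl, and Tnc, formed a single cluster of 83 and 38 cells. Their number in library 2 was 5 without integration, a setting in which P-SSC-like cells of library 2 numbered 188. Osteoblast-like cells, led by Bglap2, Ifitm5, and Col1a1, formed 2 clusters with 94 and 168 cells. Osteogenic progenitor-like cells, led by Dmp1, Mmp13, and Ibsp, numbered 53 and 101. Their cluster carried 6 markers of that class and also 6 osteoblast-like markers. The division between osteogenic progenitor-like and osteoblast-like cells is therefore uncertain. Chondrocyte-like cells, led by Fxyd2, Col9a3, and Cnmd, numbered 27 and 121. Tenocyte-like cells came almost entirely from library 2, with 2 cells in library 1 and 104 in library 2. Smooth muscle-like cells, led by Rgs5, Tagln, and Acta2, numbered 4 and 20, too few for a test in library 1. A skeletal muscle-like cluster held 71 and 63 cells. The 3 remaining clusters, with 84 and 196 cells, matched the chondrocyte-like markers best but stayed unnamed, because another class had more markers among their 10 leading genes. The 2 libraries thus differed in composition by more than the counting intervals for P-SSC-like cells and for Lepr+ stromal-like cells (18.6%, 15.1 to 22.5, in library 1 and 3.38%, 2.41 to 4.62, in library 2). The intervals also lay apart for tenocyte-like (0.448% and 9.26%), skeletal muscle-like (15.9% and 5.61%), chondrocyte-like (6.05% and 10.8%), and osteoblast-like cells (21.1% and 15.0%). They overlapped for osteogenic progenitor-like, smooth muscle-like, and unnamed cells. With no second condition, no test of composition was made.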

Subsequent UMAP clustering analysis after filtering out hematopoietic lineage cells identified 9 clusters within the mouse periosteal stromal cells, including *Prx1*^+^ P-SSCs (cluster 1 and 2), *Lepr*^+^ P-SSCs (cluster 3), osteogenic or chondrogenic cells (clusters 4–8), and smooth muscle cells (cluster 9) (Figure 8A). More importantly, we observed that mouse *Prx1*^+^ P-SSC clusters highly and selectively expressed LRP1 and CD13, while the expression of these markers was undetectable in both mature osteoblasts and chondrocytes (Figure 8B). 

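Lrp1 is listed in the files as ENSMUSG00000040249 and Anpep as ENSMUSG00000039062. Both are protein-coding genes, and the values count UMIs over the whole gene. In the GENCODE M21 annotation of GRCm38, which may not be the annotation that the authors used, Lrp1 lies on the minus strand of chromosome 10 from 127538161 to 127621148 and Anpep on the minus strand of chromosome 7 from 79821803 to 79861059. Levels are given as CPM, the UMIs of a gene scaled to the total UMIs of its class in that library. Unless stated, CPM and their ratios carry no further normalization. The log2 fold changes rest on sums normalized by TMM, so that these measures can differ. The UMIs of all genes summed to 333860 and 2899967 in the P-SSC-like cells of libraries 1 and 2, to 2559857 and 2957157 in osteoblast-like cells, and to 909205 and 3629932 in chondrocyte-like cells. P-SSC-like cells had 171 Lrp1 UMIs in library 1, or 512 CPM (95% interval 438 to 595), and 2203 in library 2, or 760 CPM (728 to 792). Osteoblast-like cells had 295 and 335 Lrp1 UMIs, or 115 CPM (102 to 129) and 113 CPM (101 to 126). Chondrocyte-like cells had 119 and 560 Lrp1 UMIs, or 131 CPM (108 to 157) and 154 CPM (142 to 168). Lrp1 was thus detected in all 3 classes, and its level in P-SSC-like cells was 4.44 times (3.66 to 5.38) that of osteoblast-like cells in library 1 and 6.71 times (5.97 to 7.55) in library 2. Over chondrocyte-like cells, the ratios were 3.91 (3.08 to 4.99) and 4.92 (4.49 to 5.41). Normalized by TMM, Lrp1 was at 383 and 727 CPM in P-SSC-like cells. It was then at 141 and 141 CPM in osteoblast-like and 148 and 183 CPM in chondrocyte-like cells. The P-SSC-like excess was thus smaller after TMM than these ratios give, and their intervals do not cover the choice of normalization. Across the 2 libraries, the log2 fold change of Lrp1 in P-SSC-like cells was 1.98 against osteoblast-like cells (standard error 0.44, adjusted p = 0.012, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.75 against chondrocyte-like cells (standard error 0.44, adjusted p = 0.017). The alternative that moved these calls most was a clustering resolution of 0.4, with log2 fold changes of 1.89 and 1.69 and an adjusted p of 0.12 for each in the same test. Over the 12 tested alternatives set before the data were examined, adjusted p ranged from 0.00014 to 0.12 against osteoblast-like cells and from 0.00064 to 0.12 against chondrocyte-like cells, and 10 of 12 were under 0.05 in each comparison. These alternatives include a minimum of 20 cells per class, which removed no class and repeats the main fit, here and in later counts of alternatives.

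Anpep differed more between these classes. P-SSC-like cells had 31 Anpep UMIs in library 1, or 92.9 CPM (63.1 to 132), and 447 in library 2, or 154 CPM (140 to 169). Osteoblast-like cells had 7 and 19 Anpep UMIs, or 2.73 and 6.43 CPM, so that P-SSC-like cells were 34.0 times (14.7 to 91.4) and 24.0 times (15.2 to 40.2) higher. Chondrocyte-like cells had no Anpep UMI in library 1, which puts P-SSC-like cells at least 28.1-fold higher, and 1 UMI in library 2, for a ratio of 560 (99.9 to 22148). The log2 fold change of Anpep was 4.24 against osteoblast-like cells (standard error 0.68, adjusted p = 0.0017, same test) and 8.29 against chondrocyte-like cells (standard error 0.96, adjusted p = 0.00023). The value against chondrocyte-like cells is fitted to nearly no counts in that class and is not a measured ratio, and its standard error is not a measured spread.

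At least 1 Lrp1 UMI was found in 85.7% and 92.9% of P-SSC-like cells (libraries 1 and 2), in 84.0% and 73.8% of osteoblast-like cells, and in 27 of 27 and 115 of 121 chondrocyte-like cells. The classes differed in depth, with medians of 11906 and 9155 UMIs per P-SSC-like cell, 28043 and 17094 per osteoblast-like cell, and 34081 and 30323 per chondrocyte-like cell. When each cell was thinned to 1000 UMIs in a single random draw, Lrp1 was found in 28.6% (13.2 to 48.7) and 51.6% (45.9 to 57.4) of P-SSC-like cells, leaving out 8 shallower P-SSC-like cells of library 2. Thinned shares were 8.51% (3.75 to 16.1) and 13.1% (8.39 to 19.2) in osteoblast-like cells and 14.8% (4.19 to 33.7) and 15.7% (9.73 to 23.4) in chondrocyte-like cells. In library 1, these shares depend on the draw. The share expected over all draws was 35.5% and 50.1% in P-SSC-like cells, 11.0% and 12.8% in osteoblast-like cells, and 13.6% and 15.4% in chondrocyte-like cells of libraries 1 and 2. Of 1000 draws, a check added after the data were seen, the interval of P-SSC-like cells lay above that of osteoblast-like cells in 475 draws and above that of chondrocyte-like cells in 106 draws in library 1, and in all 1000 draws for both classes in library 2. B cell-like cells, which served as the background from free RNA (median 3509 and 3757 UMIs), had Lrp1 in 0.450% and 0.596% of cells, and in 0.0904% and 0.343% in the single draw. Anpep was found in 50.0% and 63.5% of P-SSC-like cells, in 6.38% and 7.14% of osteoblast-like cells, and in 0 of 2220 and 0 of 1175 B cell-like cells, which allows shares of up to 0.135% and 0.255%. Expected over all draws, Anpep shares at 1000 UMIs were 7.64% and 15.1% in P-SSC-like cells and 0.277% and 0.667% in osteoblast-like cells. In library 1, the Anpep interval of P-SSC-like cells lay above that of osteoblast-like cells in 120 of the 1000 draws and above that of chondrocyte-like cells in 0, and in library 2 it did so in all 1000 draws for both classes. From the expression plots by cluster (Figure 8B), the paper states that the Prx1+ P-SSC clusters highly and selectively expressed LRP1 and CD13 and that neither was detectable in mature osteoblasts or chondrocytes.

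**Figure D1:**
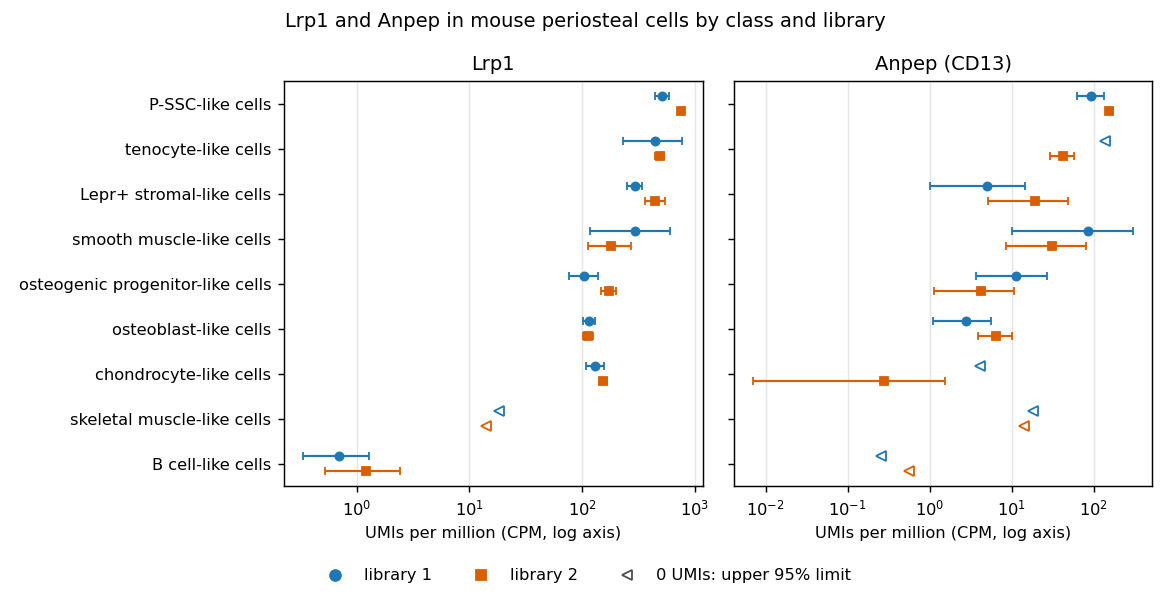
Lrp1 and Anpep by stromal cell class, in CPM on a log axis, with the classes on the vertical axis. Circles are library 1 and squares are library 2, bars are 95% Poisson intervals (counting error only), and an open triangle is the upper 95% limit where a class had 0 UMIs. Lrp1 in P-SSC-like cells (512 and 760 CPM) lies above osteoblast-like cells (115 and 113 CPM) and chondrocyte-like cells (131 and 154 CPM) in both libraries.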

Given GFP-expressing cells in *Prx1*^CreER-GFP^ transgenic mice are osteochondrogenic stem progenitor cells in the periosteum (12, 23), we further validated LRP1 and CD13 expression in *Prx1*^GFP+^ P-SSCs. Immunofluorescence staining of LRP1 and CD13 on the femoral section of 4-week-old *Prx1*^CreER-GFP^ mice revealed that the majority of *Prx1*^GFP+^ periosteal cells were colabeled with LRP1 and CD13 (Figure 8, C–F). Unexpectedly, we found many LRP1^+^ cells were present in BM perivascular regions. However, LRP1^+^ cells coexpressing CD13 were present only in the periosteal inner cambium layer, and the majority of these cells were *Prx1*^GFP^ positive (Figure 8, C–F). Moreover, FACS analysis of periosteal cells from 4-week-old *Prx1*^CreER-GFP^ mice revealed ~97% of LRP1^+^CD13^+^PDGFRA^+^ cells were *Prx1*^GFP+^, while only ~26% in LRP1*^−^*CD13^+^PDGFRA^+^ cells were *Prx1*^GFP+^ (Figure 8G). 

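In the sorted periosteal cells of the scRNA-Seq experiment, levels of Lrp1 and Anpep (which encodes CD13) were also compared between P-SSC-like cells and the other stromal classes. In Lepr+ stromal-like cells, Lrp1 was at 293 CPM (95% interval 252 to 339) in library 1 and 443 CPM (358 to 543) in library 2. The ratio of P-SSC-like to Lepr+ stromal-like cells was 1.75 (1.41 to 2.17) and 1.71 (1.39 to 2.13), beyond counting error in each library, but the difference did not pass the threshold across libraries (log2 fold change 1.07, standard error 0.43, adjusted p = 0.23, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None of the 8 alternatives that gave this comparison brought it under 0.05 (adjusted p 0.073 to 0.59). In simulated data with 200 of 9985 genes changed, this test recovered 1.0% of the genes changed by 1 on the log2 scale. The real comparison called more genes (317 higher and 255 lower), so its cut on the p-value was looser than in the simulation. Recovery in the real data may thus be higher than 1.0%, and the difference is left undecided. Anpep was higher in P-SSC-like than in Lepr+ stromal-like cells, where it had 3 and 4 UMIs, with a log2 fold change of 3.93 (standard error 0.76, adjusted p = 0.013, same test). Tenocyte-like cells, not tested because library 1 held 2 of them, had Lrp1 at 442 CPM (228 to 772) and 486 CPM (442 to 535). The P-SSC-like ratio to these was 1.16 (0.646 to 2.29) in library 1, within counting error, and 1.56 (1.41 to 1.74) in library 2. Their Anpep was at 41.8 CPM in library 2, and P-SSC-like cells were 3.69 times (2.64 to 5.31) higher there. In smooth muscle-like cells, with 7 and 23 Lrp1 UMIs, the P-SSC-like ratio was 1.74 (0.825 to 4.39) and 4.24 (2.82 to 6.71) for Lrp1. For Anpep, with 2 and 4 UMIs in smooth muscle-like cells, it was 1.10 (0.281 to 9.51) and 4.95 (1.92 to 18.2). Over osteogenic progenitor-like cells, which also carried osteoblast-like markers, the Lrp1 ratio was 4.90 (3.52 to 6.94) and 4.40 (3.76 to 5.19). Skeletal muscle-like cells had no Lrp1 UMI, which puts P-SSC-like cells at least 34.4-fold and at least 66.9-fold higher. The unnamed clusters, which matched the chondrocyte-like markers best, were in no test and not in the chondrocyte-like class. Over them, the Lrp1 ratio was 5.02 (3.86 to 6.56) and 3.76 (3.41 to 4.15), and they had 0 and 8 Anpep UMIs. Against the mean of the other 5 tested classes, the log2 fold change was 3.86 for Lrp1 (standard error 0.39, adjusted p = 5.9e-05, same test) and 6.12 for Anpep (standard error 0.53, adjusted p = 1.2e-05). The Lrp1 value depends on the absence of counts in skeletal muscle-like cells, and without that class, an alternative added after the data were seen, it was 1.71 (standard error 0.30, adjusted p = 0.0033). The rank of Lrp1 depends on those absent counts too. By log2 fold change, Anpep ranked 105 and Lrp1 ranked 368 of 9985 genes in the comparison with all 5 classes. In it, 1448 genes were higher and 189 lower in P-SSC-like cells, and with the library as a replicate block the number lower was 354. The 5 leading genes were Clec3b, Pi16, Mfap5, Cd34, and Tnxb, of which Clec3b and Cd34 were among the markers that named the class. The numbers of genes higher and lower in P-SSC-like cells were 941 and 593 against osteoblast-like, 1260 and 820 against chondrocyte-like, and 317 and 255 against Lepr+ stromal-like cells.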

Taken together, these data indicate both human and mouse P-SSCs selectively express LRP1 and CD13, and LRP1^+^CD13^+^PDGFRA^+^ can be used as a combination of surface markers to isolate both human and mouse periosteal stem cell subsets.

### Loss of LRP1 in skeletal mesenchymal lineage leads to skeletal deformity.

Although recent studies reported bone deformities and developmental hip dysplasia in *Lrp1*-mutant or heterozygous knockout mice (27), the function of LRP1 in periosteal skeletal stem cells is essentially unknown. Given that our data showed a selective expression of LRP1 in both human and mouse P-SSCs, we tested how the conditional deletion of *Lrp1* in mouse skeletal stem and progenitor cells (*Prx1*^Cre^ *Lrp1^fl/fl^*) affects skeletal development. Notably, at 4 weeks of age, *Prx1*^Cre^ *Lrp1^fl/fl^* mice were substantially smaller than WT littermates and showed joint deformity along with impaired mobility (Figure 9A). Subsequent μCT analysis of 4-week-old *Prx1*^Cre^ *Lrp1^fl/fl^* mouse tibia revealed significantly shorter length, distorted shape, and reduced trabecular bone volume compared with WT littermates (Figure 9, B–E). Immunofluorescence imaging of *Prx1*^Cre^ *Rosa26*^tdTomato^ *Lrp1^fl/fl^* mouse tibia showed a bulged epiphysis, unusual curvature of the diaphysis, and regions of reduced marrow area. More importantly, we observed a thinner and uneven periosteum layer and microfracture (white arrowhead) in *Prx1*^Cre^ *Rosa26*^tdTomato^ *Lrp1^fl/fl^* mice, supporting a critical role of *LRP1* in periosteal maintenance (Figure 9, F–I). Next, to test whether *Lrp1* regulates the proliferation of periosteal progenitor cells in vitro, we isolated periosteal cells from *Prx1*^Cre^ *Lrp1^wt/wt^* and *Prx1*^Cre^ *Lrp1^fl/fl^* mice and cultured at the same density. We found significantly lower proliferative capability in *Prx1*^Cre^ *Lrp1^fl/fl^* periosteal cells, and these cells were not viable after 10 days of culture (Figure 9, K and L). These results suggest that *LRP1* plays an important role in bone and cartilage development (28) and periosteal cell regulation and maintenance.

### Local administration of LRP1 agonist promotes P-SSC proliferation and bone injury healing.

Given that loss of *Lrp1* in mouse skeletal stem and progenitor lineage leads to early skeletal defects, we further tested whether LRP1 agonists can induce P-SSC proliferation in vitro and in vivo. When human P-SSCs were treated with an LRP1 agonist, α_2_-macroglobulin (α_2_M), we found a significant increase in their proliferation (Figure 10A). Next, to test whether α_2_M treatment induces P-SSCs in vivo, calvarial injuries were induced in 4- to 5-week-old *Prx1*^CreER-GFP^ *Rosa26*^tdTomato^ mice (P8–P10, tamoxifen^+^) and treated with α_2_M mixed with Matrigel (2 μL at 10 ng/μL), or Matrigel alone (2 μL, control), at the site of injury on days 0, 2, and 4. Intravital imaging of calvarial injury at day 7 and 14 showed a significant increase in the number of *Prx1*^GFP+^ Tomato^+^ cells in α_2_M-treated sites of injury (Figure 10B). In agreement with the calvarial injury response, we found that treatment with α_2_M mixed with Matrigel (2 μL at 10 ng/μL) at the tibial injury sites on days 0, 2, and 4 significantly increased bone volume and trabecular thickness compared with control injuries treated with Matrigel alone (Figure 10, C and D). These results suggest that early, local treatment of bone injuries with α_2_M is beneficial for increasing recruitment of endogenous P-SSCs, thus leading to bone healing.

## Discussion

The in vivo identity and molecular characteristics of human periosteal SSCs have long been controversial. Our single-cell analysis of the human periosteum revealed human periosteal cells are highly heterogeneous, and endogenous P-SSC subsets have distinct gene signatures with unique surface marker expression (LRP1^+^CD13^+^PDGFRA^+^PDPN^+^). More importantly, we identified a human P-SSC subpopulation (cluster 1) similarly express known SSC surface markers and stemness markers (*SOX4*, *GAS1*, and *DPP4*). The single-cell trajectory and RNA velocity analysis showed cluster 1 as the initial state of skeletal-lineage cells (Figure 1, D and E), demonstrating it is the apex of periosteal progenitor cell hierarchy and cluster 1 can differentiate into CPCs (cluster 3 and cluster 4), FAPs (cluster 6), and OPCs (cluster 8). However, whether all periosteal cells are derived from common P-SSC or from distinct P-SSC subsets still needs to be elucidated.

Previous studies showed P-SSCs in mice undergo osteochondrogenic differentiation without adipocyte differentiation in vivo (8, 13). However, it remains to be determined whether the limited adipogenesis of P-SSCs is due to cell-intrinsic mechanisms or due to environmental regulation. We revealed that human P-SSC clusters highly express early osteogenic and chondrogenic genes and regulators but do not express adipogenic genes (*ADIPOQ* [not expressed], *PPARG*, and *PRDM16*) (Supplemental Figure 2). Consistently, FACS-isolated human P-SSCs (LRP1^+^CD13^+^PDGFRA^+^PDPN^+^) have robust in vitro osteochondrogenic differentiation potentials with minimal adipogenic differentiation, supporting that cluster 1 can annotate endogenous human P-SSCs with high osteochondrogenic potentials.

Previous mouse studies identified multiple bone-forming stem/progenitor cell populations originating from different skeletal tissues (13). However, a detailed transcriptome analysis and population heterogeneity among these SSCs at the single-cell level are still unclear. More importantly, freshly isolated P-SSCs and BM-SSCs in humans have not been compared. Although the periosteal and BM-derived stromal cells originate from different individuals, with the adoption of batch effect correction (18), our studies showed for the first time to our knowledge evidence of distinct clusters from minimally manipulated human periosteal and BM stem/progenitor cells. Our studies also showed the P-SSC cluster (cluster 1) is molecularly distinct from BMSCs. Moreover, our results also revealed the human P-SSC cluster highly and selectively express LRP1. Although it has been reported that *Lrp1* deletion in *Runx2*^Cre^ and *Ctsk*^Cre^ mice decreases bone mass (29), the expression and function of LRP1 in human periosteal cells are largely unknown. By combining LRP1 and CD13 with previously identified SSC markers (PDGFRA and PDPN), we revealed that LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ cells are exclusively present in human P-SSC clusters. More importantly, these cells exhibit high clonogenic capacity and can undergo osteochondrogenic differentiation in vitro, with known stem cell surface marker expression. In addition, these cells are long-term repopulating cells even after multiple rounds of serial passages, suggesting their self-renewing capacity. Similarly, the *Prx1*^+^ P-SSC cluster derived from mouse long bone also have a higher expression of LRP1. In particular, coexpression of LRP1 and CD13 in *Prx1*^GFP+^ cells occurs in long bone periosteum, and approximately 97% of LRP1^+^CD13^+^PDGFRA^+^ periosteal cells are *Prx1*^GFP+^, as determined from FACS analysis, further supporting the combination of LRP1 and CD13 as a selective marker for the subset of human and mouse P-SSC populations.

Functional analysis of human SSCs is technically challenging. Human cell transplantation in mouse kidney capsules is a common method; however, human P-SSC transplantation onto a periosteal injury site is more physiologically and clinically relevant compared with the kidney capsule transplantation of SSCs. Our approach with the successful engraftment and robust repopulation of LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ cells, when transplanted into calvaria or tibia injury sites of immunocompromised mice, supports the in vivo SSC proliferative capability. Additionally, we revealed that LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ P-SSCs were able to contribute to bone injury healing and differentiated into osteochondrogenic cells in vivo. The presence of LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ cells in calvaria and tibia injury sites after 14 days of transplantation and forming bone organoids in xenograft system further supports that these cells are P-SSCs capable of self-renewal, proliferation, and differentiation in vivo. More importantly, conditional deletion of *Lrp1* in mouse skeletal stem and progenitor cells led to a severe bone phenotype with compromised periosteal cell proliferative capability in vitro, suggesting a critical role of LRP1 in periosteal cell function and skeletal maintenance. By contrast, α_2_M, an LRP1 agonist, treatment enhanced human P-SSC proliferation in vitro. Last, local administration of α_2_M promotes P-SSC–mediated bone injury healing, suggesting that LRP1 is a novel positive regulator of P-SSCs. Future studies will be needed to define the environmental regulation of LRP1 in P-SSCs and other periosteal progenitor populations.

One limitation of the current study is that obtaining intact human periosteum from exactly the same physiological location is challenging, and thus our samples may contain P-SSC population that are undergoing bone injury repair process or subset of SSCs from perichondrium. In addition, α_2_M inactivates multiple proteinases and binds to variety of growth factors, so the impact of α_2_M-induced bone healing may not be solely due to activation of LRP1^+^ P-SSCs. However, to our knowledge, this is the first study to show the molecular characteristics of endogenous human periosteal cells by scRNA-Seq and to identify P-SSC clusters with osteochondrogenic potentials. Furthermore, we identified periosteal stem cell markers, LRP1 and CD13, which in combination can selectively isolate human and mouse P-SSCs, and a function of LRP1 in P-SSC proliferation and differentiation in vivo aiding in bone healing. These results will facilitate the characterization of normal and diseased P-SSCs and the development of novel cell therapies to promote endogenous human P-SSCs for bone regeneration and repair.

## Methods

### Sex as a biological variable.

Our study contained samples from both men and women. In all reported data, sex was not considered as a biological variable, and findings for both sexes were similar.

### Preparation of single-cell suspensions from human periosteal sample.

Human periosteal tissues were obtained from 8 patients (mean age, 51 ± 12 years) when undergoing fracture surgery. Collected tissues were then transferred to MEMα medium containing 10% fetal bovine serum (FBS) on ice, and the overlying fascia and muscle were carefully removed. The tissues were fragmented with a scalpel into small pieces and washed with phosphate-buffered saline (PBS), then resuspended in pre-warmed PBS containing 2% FBS and 5 mg/mL collagenase type I (MilliporeSigma, C0130). The samples were incubated at 37°C for 1 hour with gentle shaking. Samples were centrifuged at 350*g* for 5 minutes, then resuspended in PBS containing 2% FBS, 5 mg/mL collagenase type I, and 2 mg/mL dispase. The samples were additionally incubated at 37°C for 1 hour with gentle shaking. Digestion was terminated by adding MEMα medium with 10% FBS. The digested samples were filtered through a 70 μm, and then a 40 μm, strainer to remove any remaining debris. After centrifugation at 350*g* for 5 minutes, the collected cells were resuspended in FACS buffer (1× PBS with 1% FBS).

### Animals.

Four- to 5-week-old and 8-week-old C57BL/6 (The Jackson Laboratory [Jax] strain 000664), *Prx1*^CreER-GFP^ (Jax strain 029211), Rosa26-*loxP*-stop-*loxP*-tdTomato (Jax strain 007909), NOD.Cg-Prkdc^scid^/J (Jax strain 001303), and NOD.Cg-Prkdc^scid^ Il2rg^tm1Wjl^ Tg(CAG-EGFP)10sb/SzJ (Jax strain 021937) mice were purchased. For *Prx1*^CreER^ induction, mice were injected intraperitoneally with 50 mg/kg of tamoxifen (Santa Cruz Biotechnology, CAS 10540-29-1) P8–P10.

### Isolation of mouse periosteal cells.

To isolate periosteal cells, the dissected femurs and tibias from mice were placed in PBS, and the overlying skin, fascia, and muscle were carefully removed. The bones with periosteum were incubated in ice-cold PBS with 1% FBS for 30 minutes, and the loosely associated periosteum was peeled off using a scalpel, forceps, and dissecting scissors. The soft floating periosteal tissues collected with a 40 μm strainer were then incubated with 5–10 mL of 0.2% collagenase and 10% FBS in PBS at 37°C for 1 hour, and the dissociated periosteal cells were washed with PBS, filtered with a 40 μm strainer, and resuspended at approximately 1 × 10^7^ cells/mL.

### Tibial injury and μCT analysis.

All tibial injuries were performed using aseptic technique. A small (<1 cm) incision was made on the anterior side of the hind limb below the knee to expose the proximal tibia. A 26s-gauge needle was used to create an injury approximately 0.5 mm in diameter. The skin was closed using sutures, and a small amount of triple antibiotic ointment was applied to the surrounding skin and sutures using a sterile cotton swab. For the treatment of tibial injuries with α_2_M (Innovative Research, IMSA2M100UG), 8-week-old female WT C57BL/6 mice were treated topically with α_2_M (2 μL at 10 ng/μL Matrigel) or under control conditions (2 μL Matrigel) on days 0, 2, and 4 after injury. Injury healing was assessed 7 days after injury.

Tibial cortical bone healing was assessed using μCT (μCT 40, SCANCO Medical AG). Scans were performed using an x-ray setting of 55 kVp voltage and 145 μA current with a 200 ms exposure at high resolution. Calibration images were collected prior to data acquisition. Scans were performed with an effective voxel size of 10 μm^3^. For image analysis, a global upper threshold of 255 and lower threshold of 120 (μCT gray scale value) were used for all samples to separate the bone from the soft tissue. CTan version 1.14.1 (SkyScan, Bruker-microCT) was used to determine bone volume over total volume.

### Flow cytometry.

The following antibodies were used for human cells: CD45-Pacific blue (clone: HI30, BioLegend, 304021), CD31-Pacific blue (clone: WM59, BioLegend 303113), CD235a-Pacific blue (clone: HI264, BioLegend, 349107), CD13-Brilliant Violet 605 (clone: WM15, BioLegend, 301727), CD13-PE (clone: WM15, BioLegend, 301703), Podoplanin-APC-CY7 (clone: NC-08, BioLegend, 337029), PDGFRA-PE-CY7 (clone: 16A1, BioLegend, 323507), LRP1-PE (clone: A2MR-α2, BD Biosciences, 550497), CD73-Brilliant Violet 605 (clone: AD2, BioLegend, 344023), CD164-FITC (clone: 67D2, BioLegend, 324805), and HLA-ABC-FITC (clone: W6/32, Invitrogen, 11-9983-42). The following antibodies were used for mouse periosteal cells: CD45-Pacific blue (clone: 30-F11, BioLegend, 103125), CD31-eFluor 450 (clone: 390, Invitrogen, 48-0311-82), Ter119-APC-CY7 (clone: TER-119, BioLegend, 116223), PDGFRA-PE-CY7 (clone: APA5, BioLegend, 135911), CD13-PE (clone: R3-242, BD Biosciences, 558745), and LRP1 (clone: SA0290, Invitrogen, MA5-31959). Cells were stained in sorting buffer for 30 minutes at 4°C, washed once, and resuspended in sorting buffer. Flow cytometry experiments and sorting were performed using the LSRII and FACSAria cytometer (BD Biosciences). Data were analyzed with FlowJo software (TreeStar) and represented as histograms, contour plots, or dot plots for fluorescence intensity.

### 10x Genomics scRNA-Seq.

Following human periosteal cell isolation, lineage-positive cells were depleted using the MACS lineage cell depletion kit (Miltenyi Biotec, 130-092-211) to obtain lineage-negative cells. Lineage-negative periosteal cells were then FACS-sorted based on CD45, CD31, CD235a, and DAPI staining. Mouse periosteal cells were FACS-sorted based on CD45, CD31, TER-119, and DAPI staining. Trypan blue stain was used to assess cell viability and number; cells were resuspended at 1,000 cells/μL and loaded on a 10x Genomics Chromium single-cell controller to generate single-cell gel beads-in-emulsion. scRNA-Seq libraries were constructed using the Chromium Single Cell 3′ v3.1 (10x Genomics, PN-11000121) Reagent Kit, according to the manufacturer’s protocol. Amplified cDNA and final libraries were evaluated on an Agilent BioAnalyzer using a High Sensitivity DNA Kit (Agilent Technologies). Libraries were then sequenced with a 28–10–10–90 paired-end read, generating 300 million reads per sample on the Illumina NovaSeq 6000 analyzer.

### Pre-processing of scRNA-Seq data.

scRNA-Seq data were demultiplexed, barcode-processed, and aligned to the human genome, version GRCh38, using Cell Ranger (version 6.1.2) with default parameters. Further downstream analysis steps were performed using the Seurat R package (version 4.1.1). For quality control, we excluded cells with fewer than 500 detected genes and UMI counts per cell and more than 10% of mitochondrial read content. To integrate and apply correct batch effects among samples, we performed canonical correlation analysis (CCA) implemented in Seurat and used the 3,000 most variable genes for each dataset to identify anchors (30). Using anchors and corresponding scores, each dataset was integrated and used for dimensionality reduction and clustering subsequently.

### Dimensionality reduction and clustering.

We performed principal component analysis (PCA) and reduced the data to the top 15 PCA components and used UMAP on whole datasets. We used graph-based clustering of the integrated datasets with the Louvain algorithm after computing the shared nearest neighbor graph (31).

### DEG analysis.

We used the Wilcoxon rank-sum test to find DEGs in each cluster. DEGs were filtered by a minimum log_2_ fold-change for an average expression of 0.25, with a *P* value adjusted by Bonferroni’s correction using all genes in the dataset.

### RNA velocity.

The matrices for spliced and unspliced transcripts were constructed using the velocyto (version 0.17.17) python package with a human genome reference. The output loom files were used to compute RNA velocity and dynamics of splicing kinetics with the scVelo python package (version 0.2.4) dynamic modeling (19). Pseudotime trajectory analysis was generated based on RNA velocity to predict ancestors of individual cells, and the partition-based graph abstractions graph was generated (22).

### Comparative analysis of periosteal and BM aspirate concentrates.

For the comparative analysis between data sets for periosteal and BM aspirate concentrates, 2 sets of raw data for BM aspirate concentrates from National Center for Biotechnology (NCBI) Gene Expression Omnibus (GEO) GSE162692 were collected (14). The same filtering criteria from periosteal data were applied (number of genes detected and UMI counts per cells > 500; mitochondrial read counts < 10%). Datasets were integrated with CCA methods as described in *Pre-processing of scRNA-Seq data*.

### Gene set enrichment analysis.

We performed gene set enrichment analysis with the clusterProfiler package (4.10.0) to identify GO terms for biological processes (32). The enrichment score (ES) corresponds to a weighted Kolmogorov-Smirnov–like statistic (33). The *P* value of the ES is calculated using a permutation test. When the entire gene sets are evaluated, the estimated significance level is adjusted to account for multiple-hypothesis testing, and *q* values are calculated for FDR control.

### Immunofluorescence.

Frozen sections from human periosteal tissues that were fixed overnight in 4% paraformaldehyde were stained with primary rabbit monoclonal anti-CD13 antibody (Abcam, ab108310), rat monoclonal anti-podoplanin antibody (Invitrogen, 14-9381-82), and mouse anti-CD91 [LRP1] antibody (BD Biosciences, 550497) according to the manufacturers’ instructions. Similarly, frozen sections from mouse tibia, fixed in 4% paraformaldehyde and decalcified, were stained with rabbit monoclonal anti-LRP1 antibody (Invitrogen, MA5-31959), rabbit polyclonal anti-osteocalcin antibody (Abcam, ab198228), rabbit monoclonal anti-aggrecan antibody (Abcam, ab186414), and HLA-ABC-PE antibody (Invitrogen, 12-9983-42) according to the manufacturers’ instructions. Anti-rabbit Alexa Fluor 488 (Invitrogen, A-21206), anti-rabbit Alexa Fluor 594 (Invitrogen, A-11012 or A-21207), and anti-rat or anti-rabbit Alexa Fluor 647 (Invitrogen, A-21094 or A-32733) were used as secondary antibodies. VECTASHIELD (Vector Laboratories, H-1500) containing DAPI nuclear counterstain was used to mount the sections. Images were acquired with a Nikon A1-Rs confocal laser scanning microscope in the Integrated Microscopy Core at Baylor College of Medicine (BCM). Images were processed with the Nikon NIS-Elements software.

### Cell transplantation and live animal imaging after transplantation in vivo.

Human periosteal cell isolation and antibody staining for FACS were performed as stated above. Two populations of periosteal cells were collected: 1) CD45*^−^*CD31*^−^*CD235a*^−^* CD13^+^PDPN^+^PDGFRA^+^LRP1^+^ and 2) CD45*^−^*CD31*^−^*CD235a*^−^*CD13*^−^*PDPN*^−^*. Drill hole injuries were made to the calvaria of NOD *scid* (NOD.Cg-Prkdc^scid^/J, Jax strain 001303) mice with a 22G needle, near the intersection of sagittal and coronal sutures, and then approximately 5,000 cells in Matrigel (10 μL) were transplanted into the injury sites. Intravital microscopy was used 7 and 14 days after transplantation to confirm the engraftment of human periosteal cells. For live in vivo imaging of transplanted cells at injury sites, mice were anesthetized and prepared for visualization under a customized 2-photon and confocal hybrid microscope (Leica TCS SP8MP with DM6000CFS) specifically designed for live animal imaging, as described in our previous report (34). Prior to imaging, injury sites were stained with primary mouse monoclonal anti-human HLA-ABC FITC antibody (Invitrogen, 11-9983-42, 1:20) for 20 minutes in the dark, then washed with PBS. The mice were then mounted on a 3D axis motorized stage (Anaheim Automation), and the calvarial bones and injuries were visualized by second harmonic generation (440 nm SHG by femto-second titanium/sapphire laser pulses: 880 nm) from bone collagen fibers to identify the injury sites. FITC-expressing cells (488 nm excitation, 505–550 nm detection) were simultaneously imaged using confocal spectral fluorescence. Each image was recorded by *Z*-stacks with 50–100 μm depth from the bone surface at a 4 to 5 μm intervals. A phase coherence imaging–based image capture board (Snapper, Active Silicon) was used to acquire up to 3 channels simultaneously using the Leica Application Suite software (Version 3.3). Following in vivo imaging, the scalp was closed and sutured using a VICRYL plus suture (Ethicon), and postoperative care of mice was provided as previously described (34). The 3D images were reconstructed using the ImageJ software (NIH, Version 2.3.0/1.53q).

### Statistics.

Analyses were performed using GraphPad Prism 9.0 software. For comparison of 3 groups, differences were analyzed by 1-way ANOVA with a significant main effect of *P* < 0.05, followed by a Dunnett’s multiple-comparison test to detect differences between groups at a significance of *P* < 0.05. Differences between 2 experimental groups were determined with an unpaired 2-tailed *t* test at a significance of *P* < 0.05. Outcomes are reported as means ± SD. Number of samples per group is indicated in the figure legends.

### Study approval.

All human periosteal tissues were collected as part of a research study approved by the Institutional Review Board of BCM (H-40670) following written informed consent. All mice were maintained in pathogen-free conditions, and all procedures were approved by BCM’s Institutional Animal Care and Use Committee.

### Data availability.

Mouse and human scRNA-Seq data are available in the NCBI’s GEO database with the accession numbers GSE276574 and GSE278165, respectively. Values for all data points in graphs are reported in the Supporting Data Values file.

## Author contributions

YJ, LD, and DP conceived the study. YJ, LD, LO, and JRD developed methodology. YJ, LD, LO, KL, and DP investigated. YJ and LD performed data visualization. DP supervised. YJ, LD, and DP wrote the original draft. YJ, LD, and DP reviewed and edited the manuscript.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
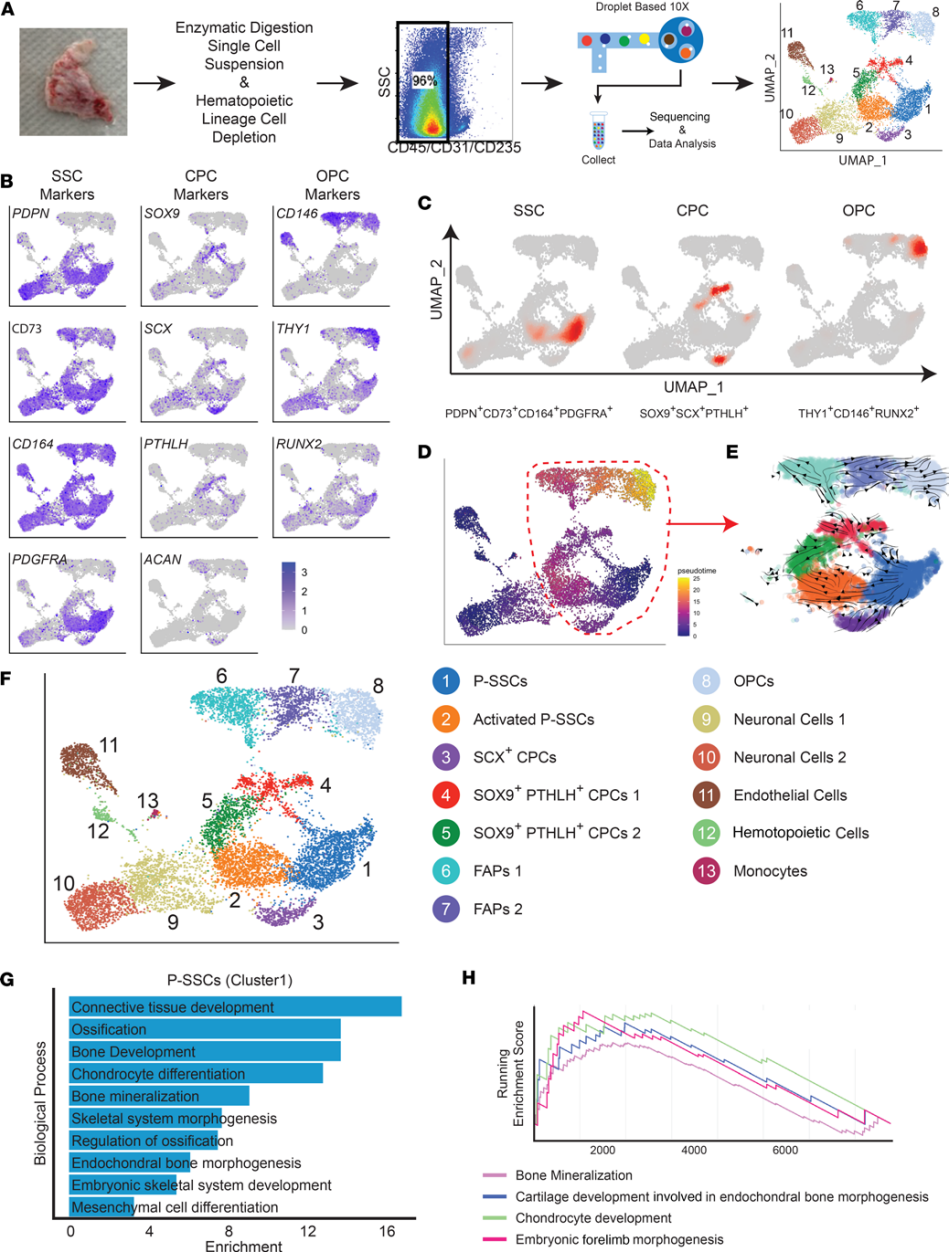
Single-cell analysis reveals human periosteal SSC clusters with known SSC marker expression. (**A**) Schematic process of human periosteal stromal cell isolation and uniform manifold approximation and projection (UMAP) plot of total scRNA-Seq data (10x Genomics) of FACS-sorted CD45*^–^*CD31*^–^*CD235a*^–^* periosteal cells from the indicated donors. (**B**) UMAP-based transcriptional plots of representative human SSC, chondrogenic progenitor cell (CPC), and osteogenic progenitor cell (OPC) markers. (**C**) UMAP joint density plots showing the distribution of indicated SSC, CPC, and OPC markers. (**D** and **E**) Pseudotime (**D**) and RNA velocity (**E**) visualized on the UMAP of the periosteal stromal cell population. (**F**) UMAP visualization of 13 color-coded clusters. (*n* = 10,920.) (**G**) Enriched biological process Gene Ontology (GO) terms of differentially expressed genes (DEGs) in the P-SSC cluster (cluster 1). (**H**) Positive running enrichment score in the P-SSC cluster.

**Figure 2:**
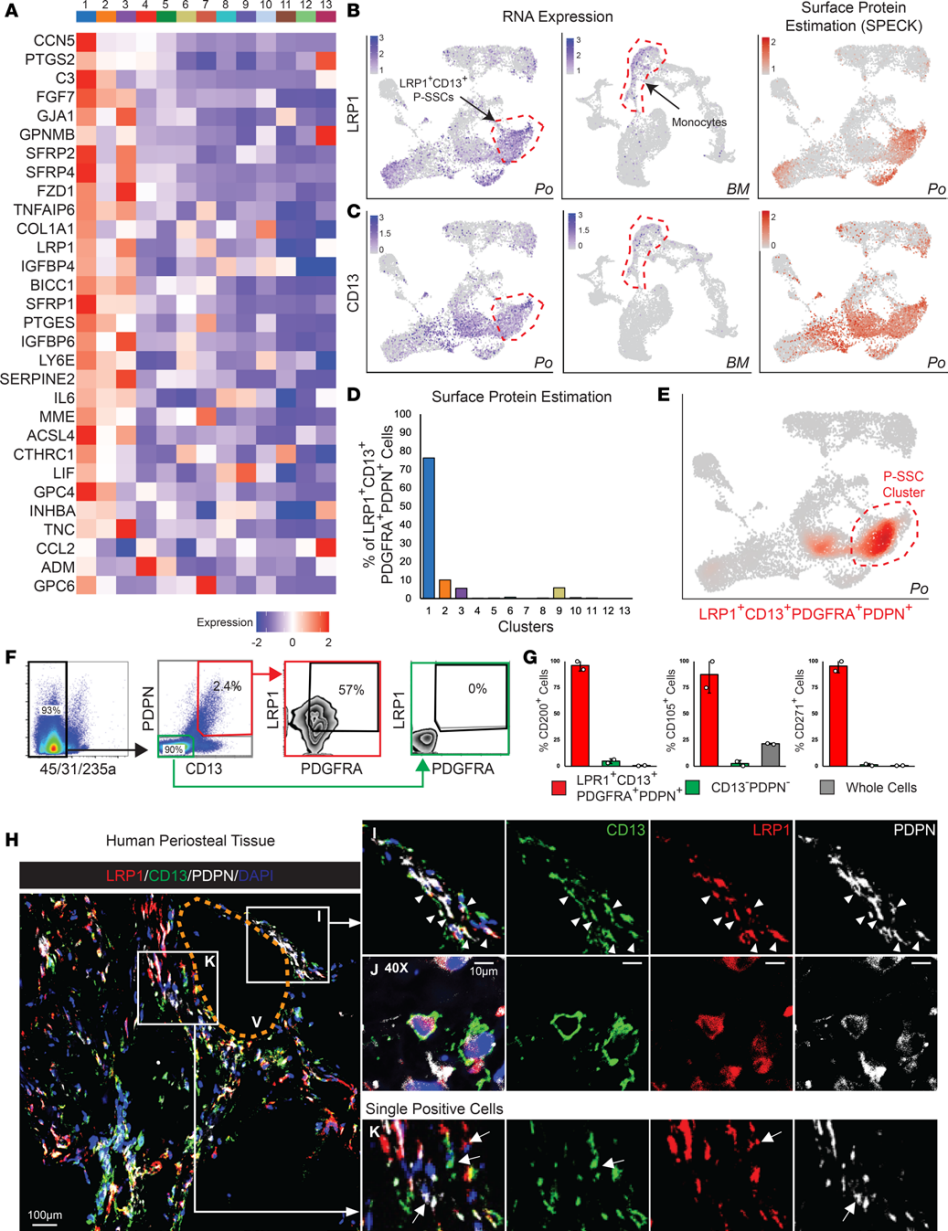
Human P-SSCs highly express LRP1, and the combination of LRP1 and SSC markers, CD13^+^PDPN^+^PDGFRA^+^, can specify P-SSC clusters. (**A**) Heatmaps showing the top 30 DEGs from plasma membrane protein complex in P-SSCs. (**B** and **C**) Visualization of periosteal (left) and BM+BM aspirate concentrate (right) cells with UMAP plots showing LRP1 and CD13 gene expression (**B**) and periosteal surface protein estimation of LRP1 and CD13 expression by SPECK (Surface protein abundance Estimation using CKmeans-based clustered thresholding) method (**C**). (**D**) Percentage distribution of LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ surface protein estimation on each periosteal cluster. (**E**) LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ cells on the periosteal cell UMAP plot. (**F**) FACS analysis of periosteal cell surface expression of LRP1 and PDGFRA in CD13^+^PDPN^+^ and CD13*^−^*PDPN*^−^*. (**G**) The surface expression of the indicated SSC markers (CD200, CD105, and CD271) in LRP1^+^CD13^+^PDGFRA^+^PDPN^+^, CD13*^−^*PDPN*^−^*, and whole cells from the periosteum. (**H**–**K**) Representative immunofluorescence staining images of the indicated markers (CD13, LRP1, and PDPN) on periosteal tissue at 20× (**H** and **I**) and 40× (**J**) original magnification (V, blood vessel). Periosteal cell coexpressing CD13 (green), LRP1 (red), and PDPN (white) are indicated with arrowheads (**I**), and single-positive cells are indicated with arrow (**K**).

**Figure 3:**
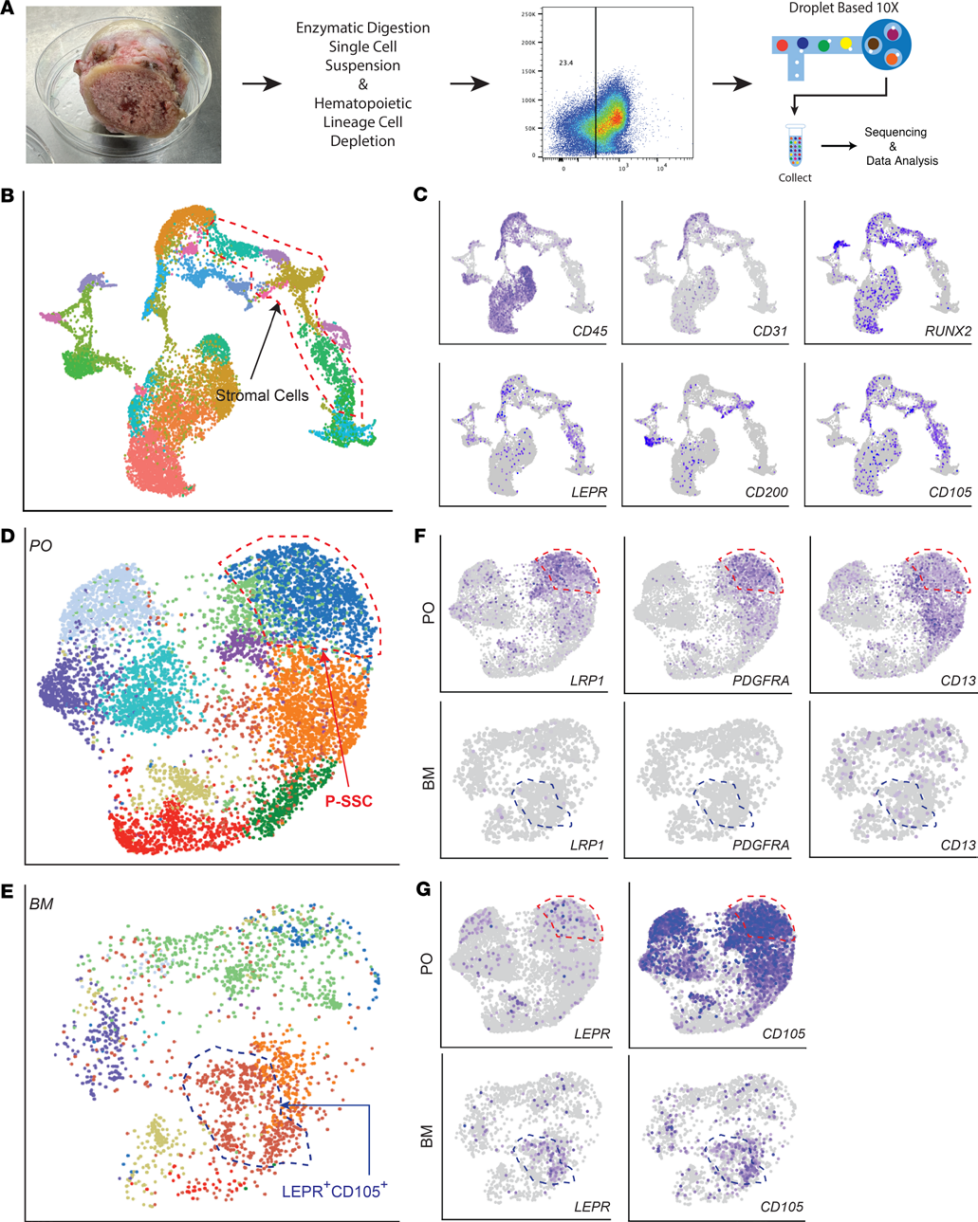
Human P-SSCs distinctly express LRP1 and SSC markers compared with BM SSCs. (**A**) Schematic process of human BM cell isolation and UMAP plot of total scRNA-Seq data (10x Genomics) of hematopoietic lineage–depleted and FACS-sorted CD45*^−^*CD31*^−^*CD235a*^−^* BM cells. (**B** and **C**) UMAP plot of BM combined with BM aspirate concentrate (**B**) and human hematopoietic/endothelial (CD45 & CD31) and stromal cell (RUNX2, LEPR, CD200, & CD105) markers (**C**). (**D** and **E**) Integrated UMAP plot of periosteal (**D**) and BM (**E**) cells with 2 distinct minimally overlapping clusters. (**F**) Selective expression of LRP1, PDGFRA, and CD13 in P-SSCs (top row: P-SSCs; bottom row: BMSCs). (**G**) UMAP plot of BM skeletal progenitor markers (top row: P-SSCs; bottom row: BMSCs).

**Figure 4:**
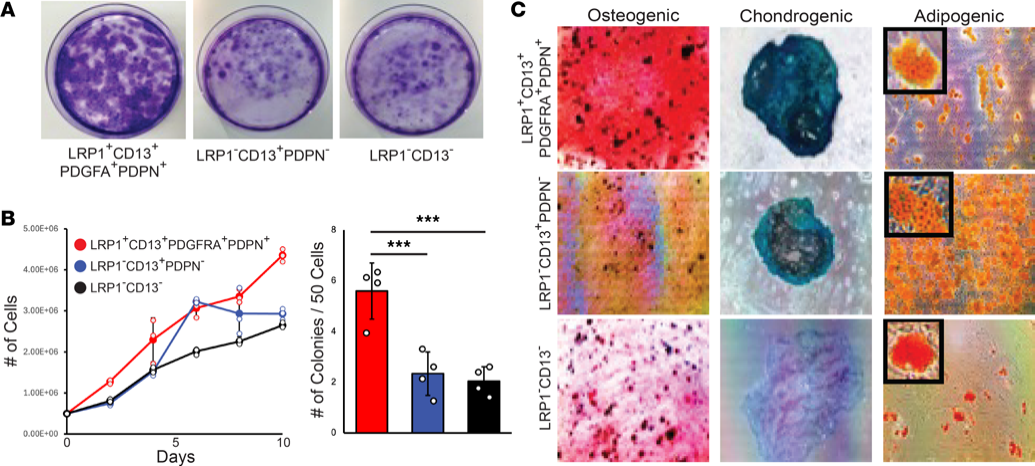
LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ human periosteal cells are highly clonogenic and possess multipotent differentiation capacity in vitro. (**A**) LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ cells have a higher colony number with more viable cells than LRP1*^−^*CD13^+^PDPN*^−^* or LRP1*^−^*CD13*^−^* cells. (**B**) Quantitative measurement of the clonogenic assay shows that LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ cells have ~2-fold more cells than LRP1*^−^*CD13^+^PDPN*^−^* and LRP1*^−^*CD13*^−^* cells at day 10 (*P* < 0.001). (**C**) Comparison of in vitro trilineage differentiation of LRP1^+^CD13^+^PDGFRA^+^PDPN^+^, LRP1*^−^*CD13^+^PDPN*^−^*, and LRP1*^−^*CD13*^−^* cells in osteogenic (alizarin red), chondrogenic (Alcian blue), and adipogenic culture medium (Oil Red O). Data presented as mean ± SD. ***P < 0.001 by 2-tailed Student’s *t* test.

**Figure 5:**
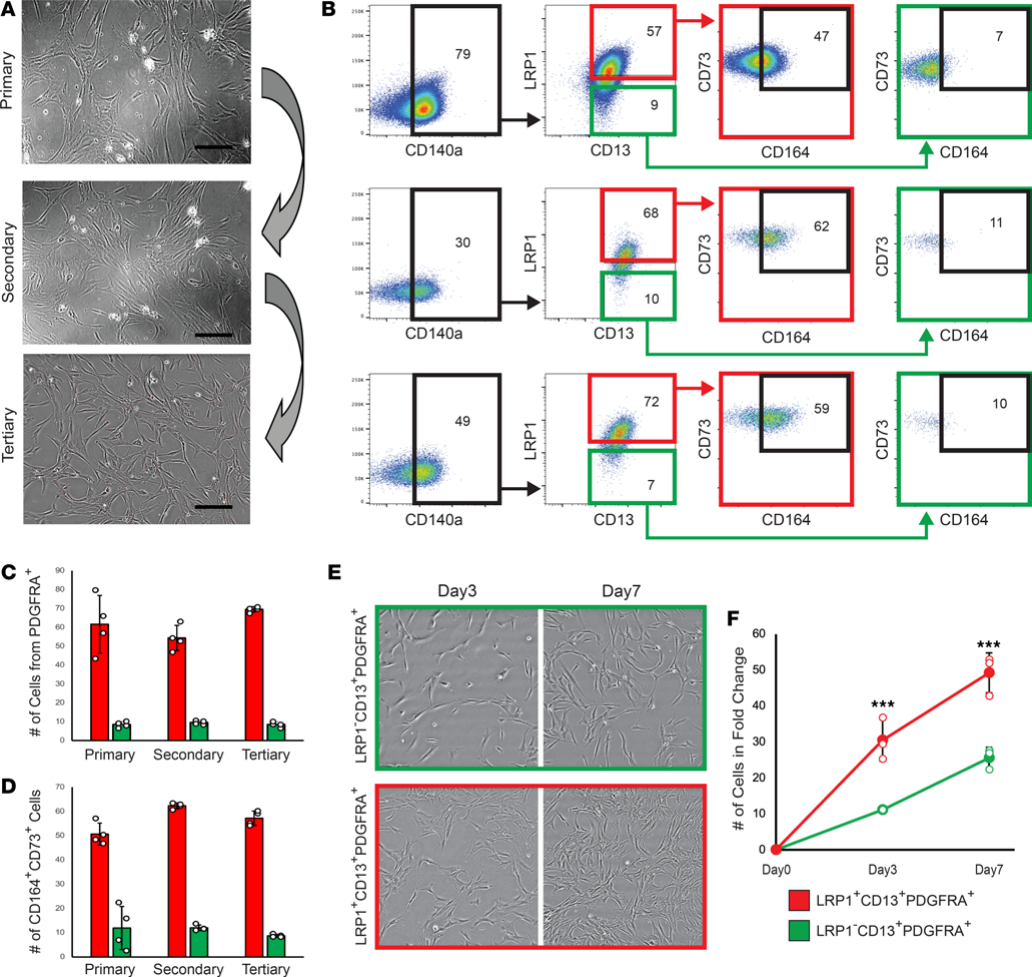
LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ human periosteal cells can self-renew and maintain SSC marker expression in vitro. (**A**) Images showing primary, secondary, and tertiary periosteal cell colonies. 10× original magnification. (**B**) FACS plots show that LRP1^+^CD13^+^PDGFRA^+^ cells are maintained over multiple passages and show SSC surface marker expression (CD164 and CD73), while LRP1*^−^*CD13^+^PDGFRA^+^ cells lack SSC surface marker expression. (**C** and **D**) FACS analysis of cell surface expression of LRP1^+^CD13^+^ cells from PDGFRA^+^ cells (**C**) and CD164^+^CD73^+^ cells from LRP1^+^CD13^+^PDGFRA^+^ and LRP1*^−^*CD13^+^PDGFRA^+^ cells (**D**). (**E**) Images showing LRP1^+^CD13^+^PDGFRA^+^ and LRP1*^−^*CD13^+^PDGFRA^+^ cells on day 3 and day 7. 10× original magnification. (**F**) Quantitative measurement of the number of cells in fold-change relative to day 0 shows LRP1^+^CD13^+^PDGFRA^+^ cells have significantly higher cell numbers compared with LRP1*^−^*CD13^+^PDGFRA^+^ cells (*P* < 0.01) (*n* = 3). Data presented as mean ± SD. ***P < 0.001 by 2-tailed Student’s *t* test.

**Figure 6:**
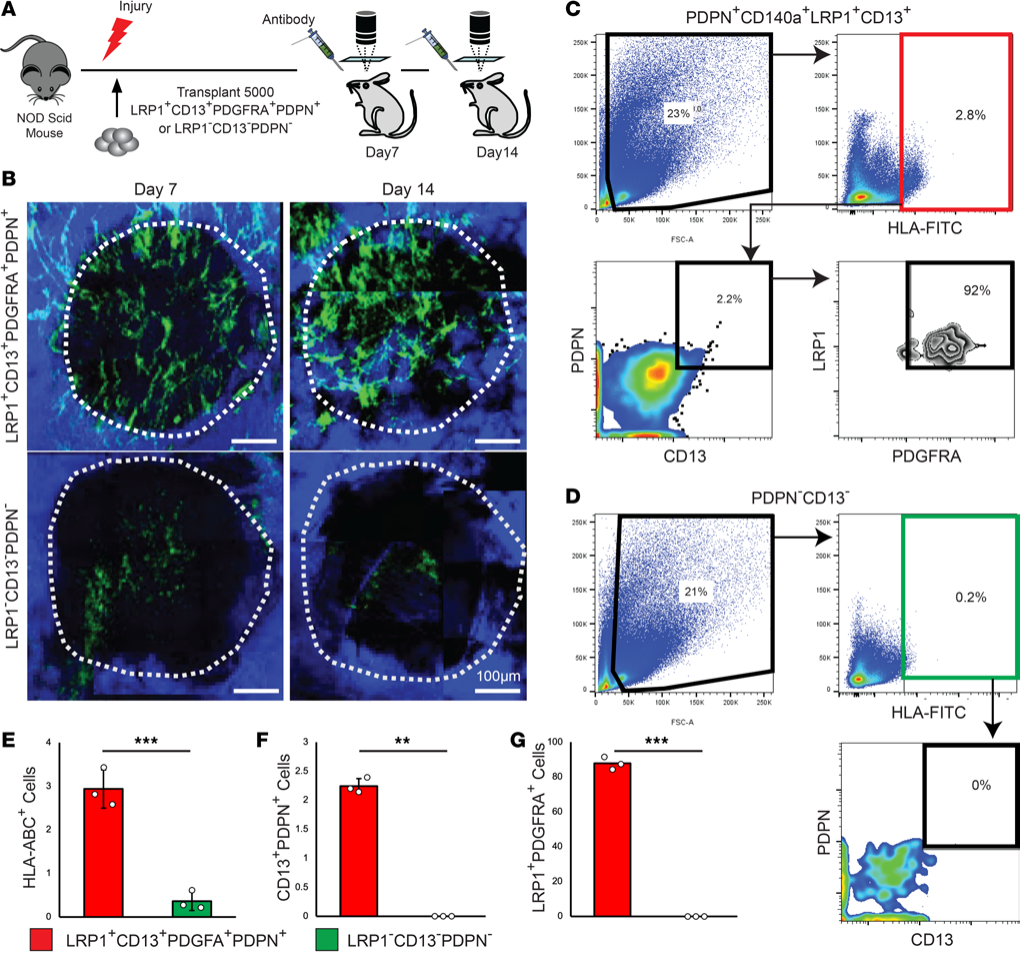
LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ human P-SSCs engraft into calvarial bone injuries and contribute to bone healing in vivo. (**A** and **B**) Drill hole injuries were made on 12-week-old NOD *scid* mice (*n* = 3 per group), and 5,000 LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ or 5,000 LRP1*^−^*CD13*^−^*PDPN*^−^* periosteal cells were FACS-sorted and transplanted. Seven and 14 days after transplantation, the transplanted cells were stained with HLA-ABC-FITC antibody and analyzed by in vivo intravital imaging. (**C** and **D**) On day 15 posttransplantation, transplanted LRP1^+^CD13^+^PDGFRA^+^PDPN^+^ (**C**) and LRP1*^−^*CD13*^−^*PDPN*^−^* (**D**) cells were FACS analyzed for their surface expression of HLA-ABC (**E**) and SSC markers, CD13^+^PDPN^+^ (**F**), and PDGFRA^+^LRP1^+^ (**G**). (**E** and **F**) Graphs show the percentage of the indicated cells from **C** and **D** (*n* = 3 mice per group). Data presented as mean ± SD. **P < 0.01, ***P < 0.001 by 2-tailed Student’s *t* test.

**Figure 7:**
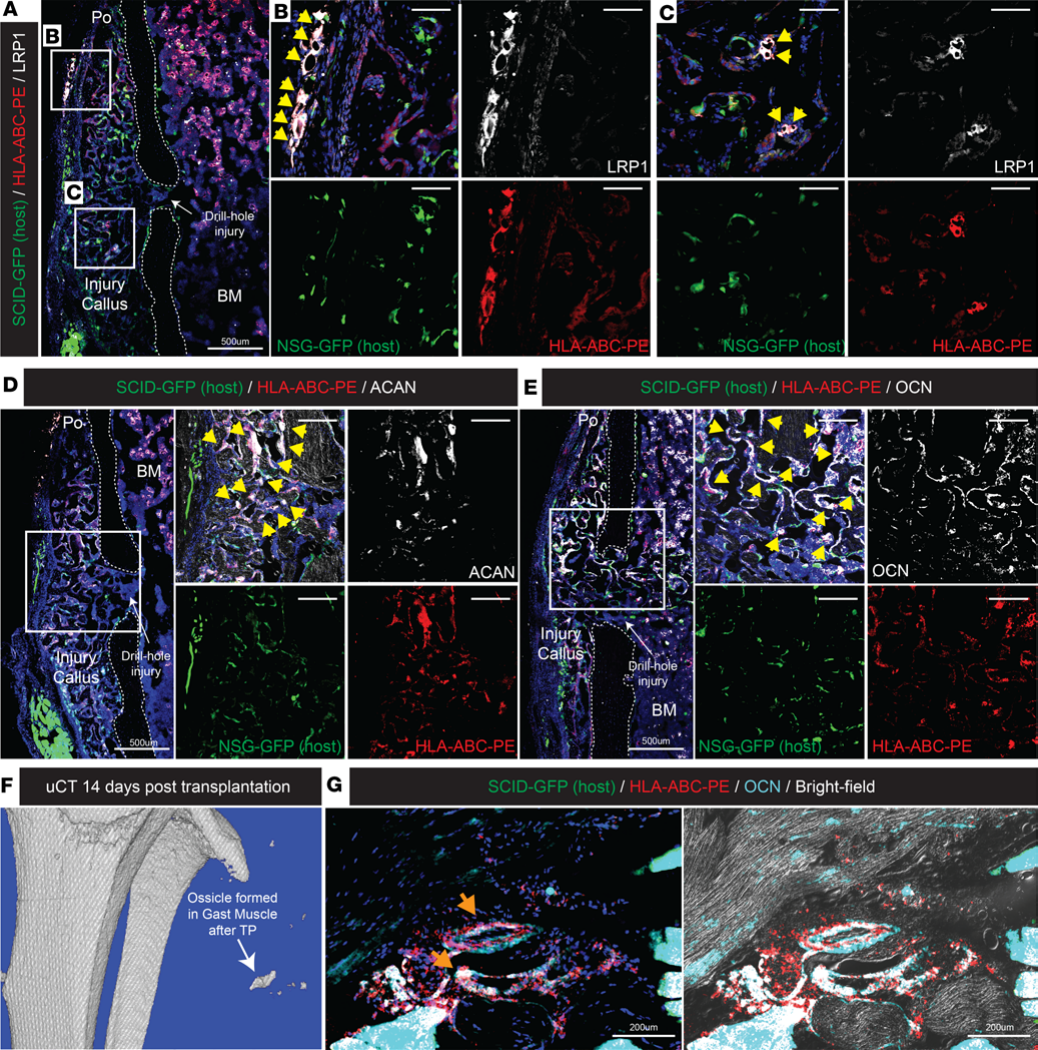
LRP1^+^CD13^+^ human P-SSCs engraft and possess osteochondrogenic differentiation potential in vivo. (**A**–**E**) Drill hole injury was made on 12-week-old NSG-EGFP (NOD *scid* IL2Rgamma^null^ CAG-EGFP) mouse tibia (*n* = 3 per group) and 10,000 LRP1^+^CD13^+^ periosteal cells were FACS-isolated and transplanted. Fourteen days after transplantation, animals were euthanized and tibia isolated for immunofluorescence staining for (**A**–**C**) HLA-ABC-PE, LRP1, (**D**) aggrecan (ACAN), and (**E**) osteocalcin (OCN) antibody. (HLA-ABC^+^LRP1^+^, HLA-ABC^+^Acan^+^, or HLA-ABC^+^Ocn^+^ cells are indicated with yellow arrow) (**F**) Hind limb 3D reconstructed μCT images of bone organoids derived from LRP1^+^CD13^+^ P-SSCs transplanted into the gastrocnemius muscle 14 days after transplantation. (**G**) Immunostaining of xenograft bone organoids derived from LRP1^+^CD13^+^ P-SSCs implanted into the gastrocnemius muscle of NSG-EGFP mouse hosts with indicated antibody staining (HLA-ABC^+^Ocn^+^ bone ossicles are indicated with orange arrow).

**Figure 8:**
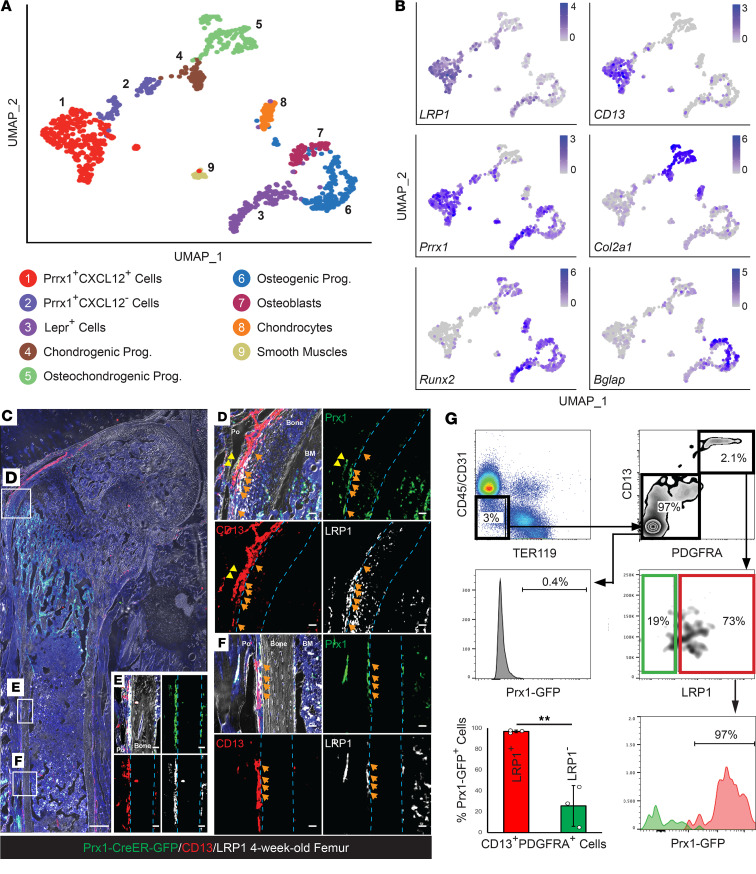
Mouse *Prx1*^+^ P-SSCs selectively express LRP1. (**A**) UMAP visualization of 9 different color-coded clusters, including *Prx1*^+^ P-SSCs (clusters 1 and 2) and other osteochondrogenic, smooth muscle cell clusters in long bone periosteal tissues in the mouse. (**B**) UMAP-based transcriptional plots of PRRX1, LRP1, CD13, osteogenic (Runx2 & Bglap), and chondrogenic (Col2a1) markers. (**C**–**F**) Representative immunofluorescence staining images of the indicated markers (Prx1-GFP, CD13 [Alexa-594], and LRP1 [Alexa-633]; GFP^+^CD13^+^LRP1^+^ cells: orange arrow; GFP^+^CD13*^+^*LRP1*^−^* cells: yellow arrowhead) of femoral sections (10x). (**G**) FACS analysis of surface expression of Prx1-GFP in LRP1^+^CD13^+^PDGFRA^+^ and LRP1*^−^*CD13^+^PDGFRA^+^ periosteal cells. Data presented as mean ± SD. **P < 0.01 by 2-tailed Student’s *t* test.

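For the marker genes of Figure 8B, the UMIs of the sorted periosteal cells were summed per library and cell class. Positions are those of the GENCODE M21 annotation of GRCm38. Prrx1 (ENSMUSG00000026586; chromosome 1, minus strand, 163245119 to 163313710), which encodes PRX1, was at 428 CPM (95% interval 361 to 505) in library 1 and 282 CPM (263 to 302) in library 2 in P-SSC-like cells. Osteoblast-like cells had 138 CPM (124 to 153) and 71.4 CPM (62.0 to 81.7), and chondrocyte-like cells had 4.40 and 4.96 CPM. The log2 fold change of Prrx1 in P-SSC-like cells was 1.2 against osteoblast-like cells (standard error 0.36, adjusted p = 0.041, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 5.71 against chondrocyte-like cells (standard error 0.45, adjusted p = 4.0e-05). Against osteoblast-like cells, 6 of the 12 alternatives set before the data were examined put adjusted p at or above 0.05 (range over the 12, 0.012 to 0.24). Lepr+ stromal-like cells had similar Prrx1, 357 and 262 CPM, and did not differ from P-SSC-like cells beyond the spread (log2 fold change 0.41, standard error 0.35, adjusted p = 0.64, same test). Smooth muscle-like cells had 295 and 631 CPM of Prrx1 (7 and 81 UMIs), and in library 2 the P-SSC-like level was 0.447 times (0.356 to 0.569) theirs. B cell-like cells had 0.139 and 0.306 CPM of Prrx1.

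Runx2 (ENSMUSG00000039153; chromosome 17, minus strand, 44495987 to 44814797) had 4 UMIs, or 12.0 CPM, and 24 UMIs, or 8.28 CPM, in P-SSC-like cells. It was at 158 and 118 CPM in osteoblast-like cells, 99.0 and 66.7 CPM in chondrocyte-like cells, and 318 and 324 CPM in Lepr+ stromal-like cells. Its log2 fold change in P-SSC-like cells was -4.34 (adjusted p = 0.00017, same test), -3.51 (adjusted p = 0.00023), and -4.78 (adjusted p = 0.00029) against these classes. Bglap (ENSMUSG00000074483; chromosome 3, minus strand, 88383501 to 88384464) has a nearly identical neighbor, Bglap2, with which counts could be shared, so its values are uncertain. Bglap was at 18108 and 13478 CPM in osteoblast-like cells and at 35.9 and 64.8 CPM in P-SSC-like cells, a log2 fold change of -8.72 (standard error 1.80, adjusted p = 0.0062, same test). In osteogenic progenitor-like cells, it was at 10915 CPM in library 1 and 411 CPM in library 2. Col2a1 (ENSMUSG00000022483; chromosome 15, minus strand, 97975602 to 98004695) was at 51346 and 38725 CPM in chondrocyte-like cells. P-SSC-like cells had 2381 and 406 CPM of Col2a1, and in library 1 all of its 795 UMIs came from 4 of 28 cells. These 4 cells belong to a P-SSC-like cluster of 9 and 28 cells that also carried hematopoietic markers, and without it, an alternative added after the data were seen, P-SSC-like cells had 0 Col2a1 UMIs in library 1 and 25, or 9.24 CPM, in library 2, 0 and 13 Runx2 UMIs, and 9 and 42 Bglap UMIs. With all P-SSC-like clusters, the log2 fold change of Col2a1 against chondrocyte-like cells was -5.59 (standard error 1.35, adjusted p = 0.012, same test), and 2 of the same 12 alternatives put adjusted p above 0.05 (range over the 12, 4.1e-06 to 0.075). Without the cluster that carried hematopoietic markers, it was -12.9 (standard error 1.82, adjusted p = 0.00044), a value fitted to few counts in P-SSC-like cells. Cxcl12 (ENSMUSG00000061353, chromosome 6, plus strand, 117168535 to 117181367) was at 1384 and 562 CPM in P-SSC-like cells and at 14080 and 2197 CPM in Lepr+ stromal-like cells. The ratio was 0.0983 (0.0893 to 0.108) and 0.256 (0.231 to 0.284), below 1 beyond counting error in each library. Across libraries the difference was left undecided (log2 fold change -2.87, standard error 1.46, adjusted p = 0.36, same test). In simulated data, this test recovered 25.0% of the genes changed by 2 on the log2 scale. That share may be higher in the real comparison, where more genes were called. In library 1, 3 cells of the same P-SSC-like cluster held 410 of the 462 Cxcl12 UMIs of P-SSC-like cells, and without that cluster the levels were 212 CPM (158 to 278) and 600 CPM (571 to 630). In osteoblast-like cells, Cxcl12 was at 156 CPM in library 1, where 8 cells held its 400 UMIs, and at 1.69 CPM in library 2. The log2 fold change of Cxcl12 in P-SSC-like against osteoblast-like cells was 3.02 (standard error 1.48, adjusted p = 0.22, same test), and with the library as a replicate block it was 4.62 (adjusted p = 0.0071). Over the 12 alternatives, adjusted p ranged from 0.00095 to 0.33 and was under 0.05 in 7. Chondrocyte-like cells had 2 Cxcl12 UMIs in each library, and P-SSC-like cells were 629 times (173 to 5210) and 1020 times (282 to 8431) higher, or 96.3 times (25.4 to 816) and 1089 times (301 to 8997) without the same cluster.

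**Figure D2:**
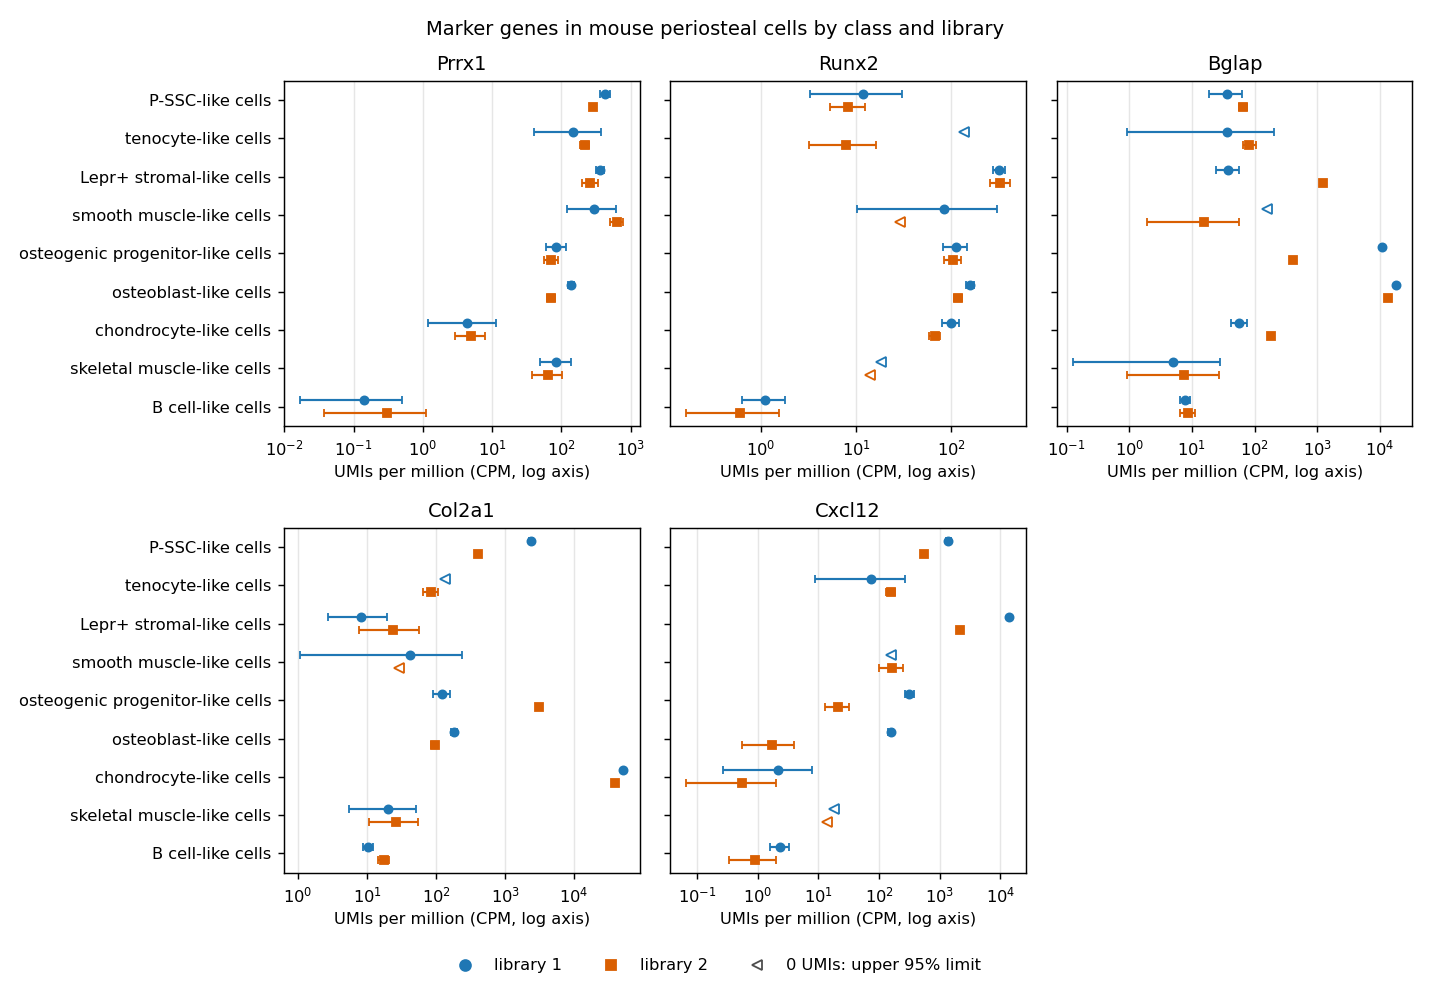
Prrx1, Runx2, Bglap, Col2a1, and Cxcl12 by stromal cell class, in CPM on a log axis, with the classes on the vertical axis. Circles are library 1 and squares are library 2, bars are 95% Poisson intervals (counting error only), and an open triangle is the upper 95% limit where a class had 0 UMIs. Bglap is highest in osteoblast-like cells (18108 and 13478 CPM) and Col2a1 in chondrocyte-like cells (51346 and 38725 CPM) in both libraries.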

**Figure 9:**
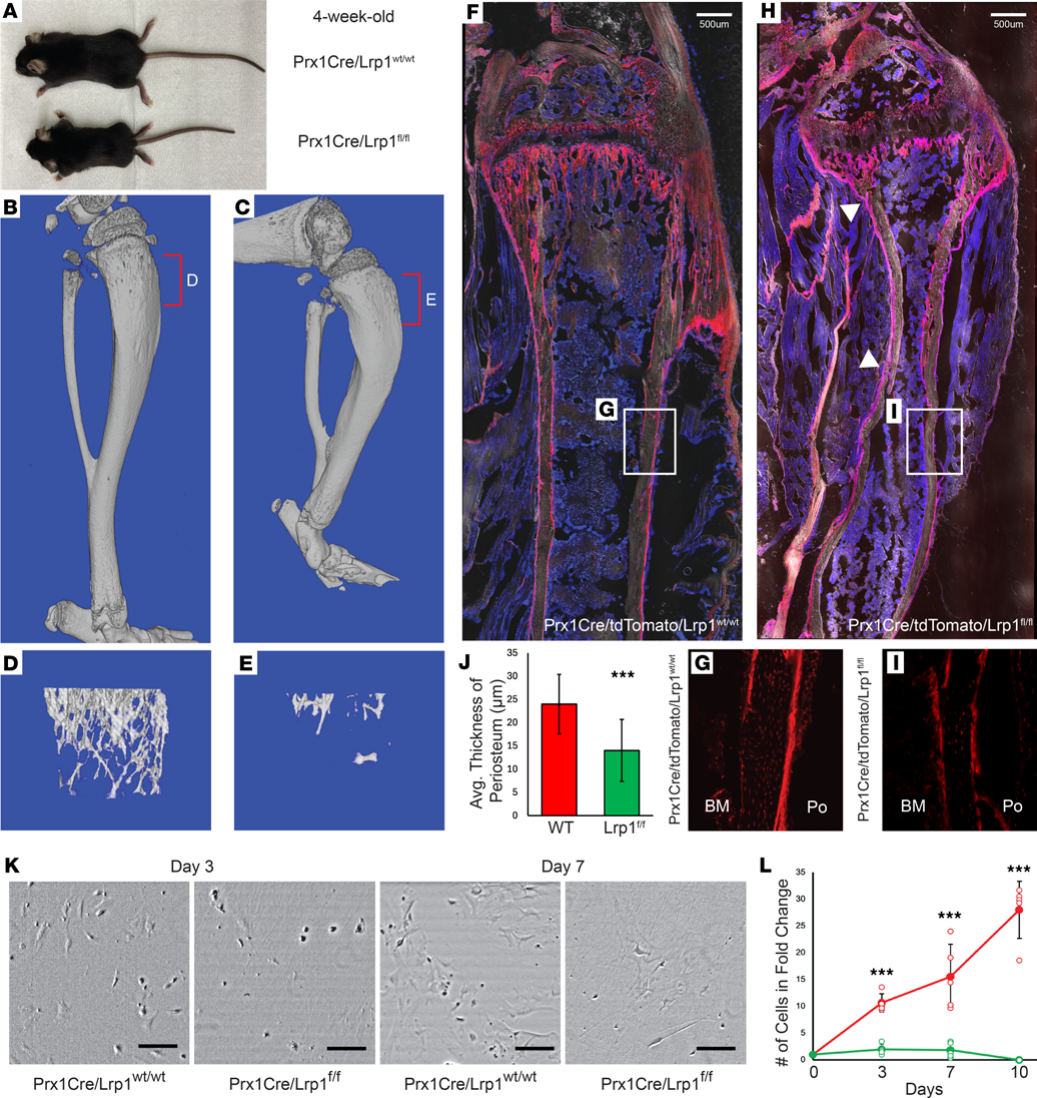
Conditional deletion of *Lrp1* in *Prx1*^+^ cells leads to skeletal dysplasia. (**A**–**C**) Representative images of 4-week-old *Prx1*^Cre^ *Lrp1^wt/wt^* and *Prx1*^Cre^ *Lrp1^fl/fl^* mice and tibial 3D reconstructed μCT images. (**D** and **E**) μCT images of trabecular bone regions. (**F**–**I**) Histological section of *Prx1*^Cre^ *Rosa26^tdTomato^ Lrp1^wt/wt^* and *Prx1*^Cre^ *Rosa26^tdTomato^ Lrp1^fl/fl^* mice and (**G** and **I**) zoomed-in regions of periosteum (microfracture: white arrowhead). (**J**) Average thickness of tdTomato^+^ periosteum from *Prx1*^Cre^ *Rosa26^tdTomato^ Lrp1^wt/wt^* and *Prx1*^Cre^ *Rosa26^tdTomato^ Lrp1^fl/fl^* mice. (**K** and **L**) Images showing *Prx1*^Cre^ *Lrp1^wt/wt^* and *Prx1*^Cre^ *Lrp1^fl/fl^* periosteal cells on day 3 and day 7. Quantitative measurement of number of cells in fold-change relative to day 0 shows *Prx1*^Cre^ *Lrp1^fl/fl^* periosteal cells have significantly lower cell numbers compared with *Prx1*^Cre^ *Lrp1^wt/wt^* mice (*P* < 0.01) (*n* = 5). Data presented as mean ± SD. ***P < 0.001 by 2-tailed Student’s *t* test.

**Figure 10:**
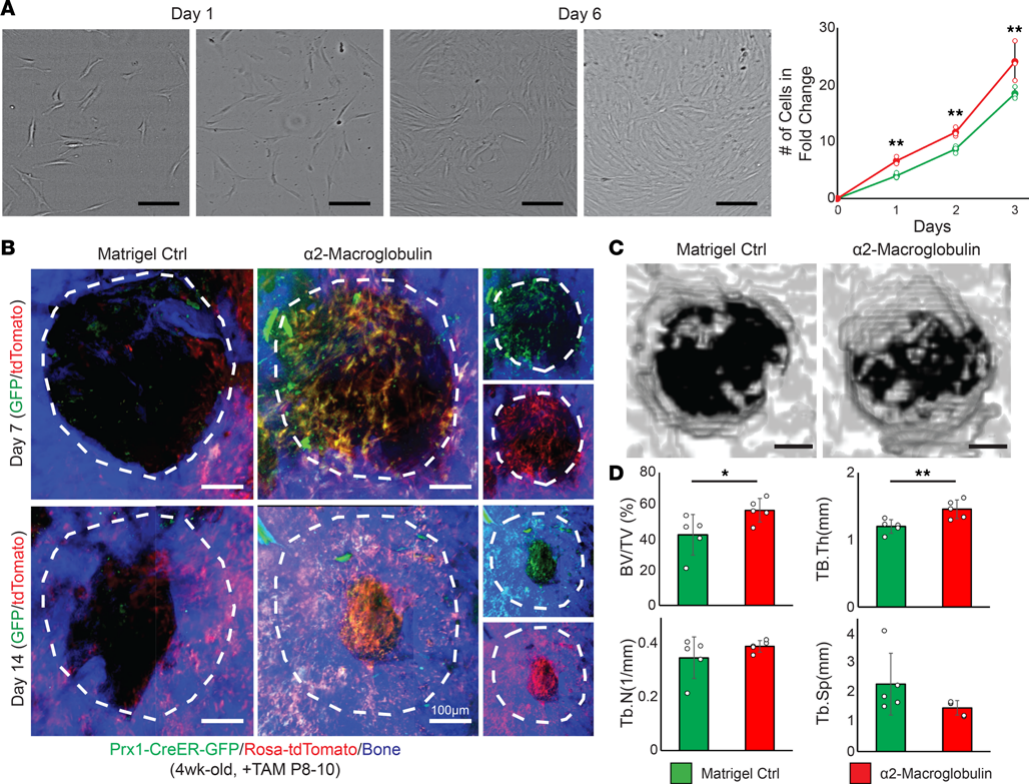
Treatment with LRP1 agonist promotes periosteal cell proliferation and bone injury healing. (**A**) Images showing human periosteal cells treated with control or LRP1 agonist α_2_-macroglobulin (α_2_M) (10 nM), on day 1 and day 6. Quantitative measurement of number of cells in fold-change relative to day 0 shows that the α_2_M-treated group has significantly higher cell numbers compared with the control (*P* < 0.01) (*n* = 3). 10x original magnification. (**B**) Calvarial injuries in *Prx1*^CreER-GFP^ *Rosa26*^tdTomato^ mice (4- to 5-week-old, tamoxifen at P8–P10) were treated with α_2_M mixed with Matrigel (2 μL at 10 ng/μL of Matrigel), or Matrigel alone (control), at days 0, 2, and 4. The presence of *Prx1*-GFP^+^ and Tomato^+^ cells and bone healing were assessed by sequential in vivo intravital imaging at days 7 and 14 after injury. Bone, blue (*n* = 3). (**C**) Representative μCT images of tibial drill hole injury after 7 days of treatment with Matrigel control (left) or α_2_M mixed with Matrigel (right) at days 0, 2, and 4. 10x original magnification. (**D**) Quantification of μCT scans showing bone volume/total volume (BV/TV), trabecular thickness (Tb.Th), trabecular number (Tb.N), and trabecular spacing (Tb.Sp) (*n* = 5). Data presented as mean ± SD. **P < 0.01 by 2-tailed Student’s *t* test.

# Supplementary material for: Identification of LRP1+CD13+ human periosteal stem cells that require LRP1 for bone repair
**Source:** JCI Insight. 2024 Nov 22;9(22):e173831. doi: 10.1172/jci.insight.173831
**Supplement:** Supplemental data

**A**

| Sample Number         | Age   | Sex | Anatomical Location                |
|-----------------------|-------|-----|------------------------------------|
| Sample1 (scRNAseq)    | 34    | F   | Medial Malleolus                   |
| Sample2 (scRNAseq)    | 39    | M   | Medial Malleolus                   |
| Sample3 (scRNAseq)    | 52    | F   | Olecranon                          |
| Sample4 (scRNAseq)    | 40    | M   | Distal Radius                      |
| BM (scRNAseq)         | 66    | M   | Femoral Neck                       |
| Histology Section     | 58    | F   | Medial Malleolus                   |
| Transplantation (Cal) | 58    | F   | Medial Malleolus                   |
| Transplantation (LB)  | 61    | F   | Lateral Malleolus                  |
| In vitro Culture      | 58/61 | F   | Lateral Malleolus/Medial Malleolus |

**B**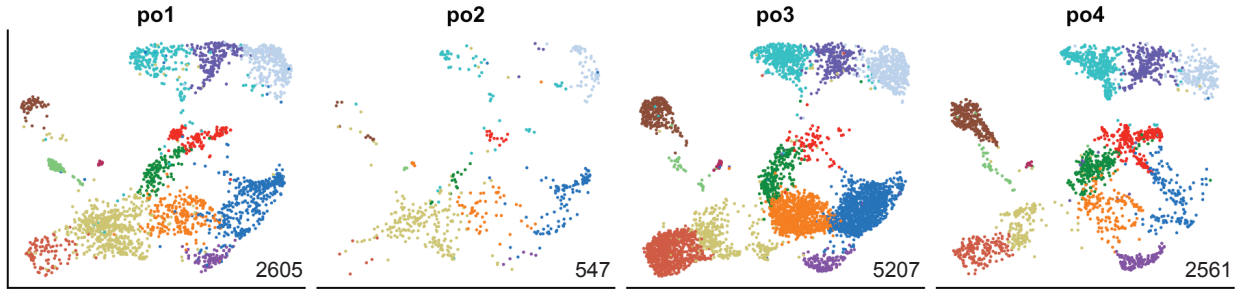

Figure S1.(A) Human periosteal cell donor age, sex, and anatomical location. (B) UMAP plots showing from four different samples.

**A Hematopoietic Markers**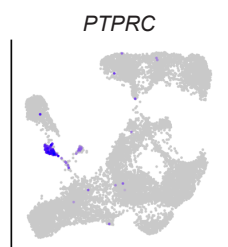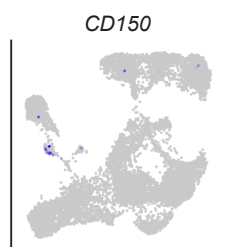**B Endothelial Markers**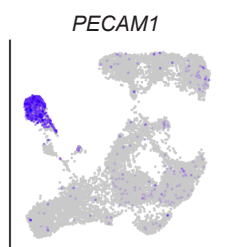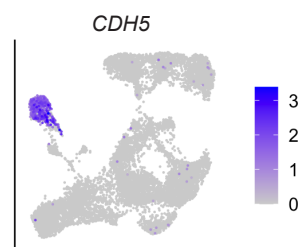**C Monocyte Markers**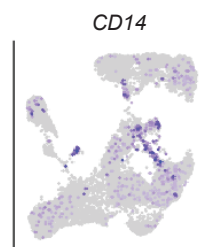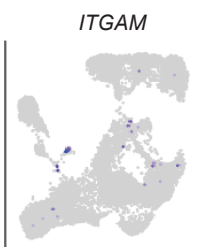**D Neuronal Markers**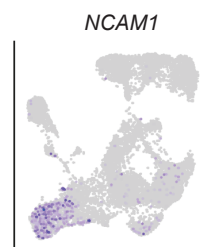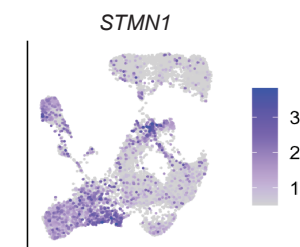**E Chondrogenic Markers**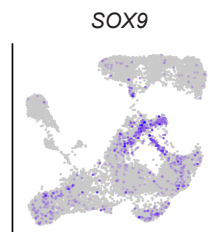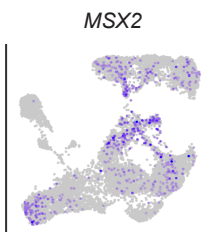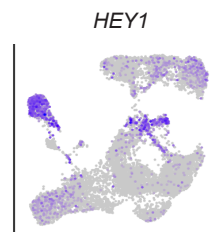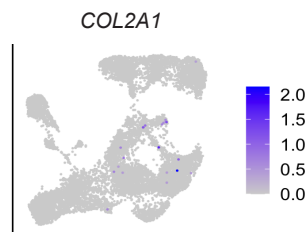**F Osteogenic Markers**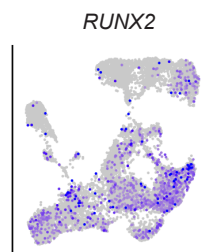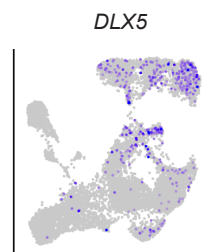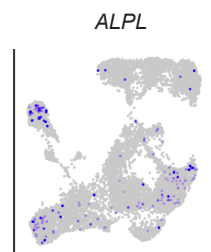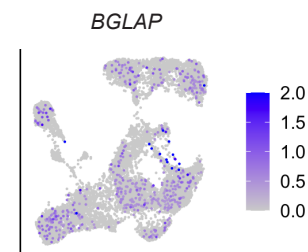**G Adipogenic Markers**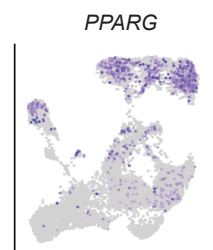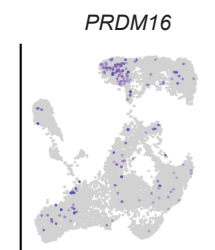

Figure S2. UMAP of representative human (A) Hematopoietic, (B) Endothelial, (C) Monocyte, (D) Neuronal, (E) Chondrogenic, (F) Osteogenic, and (G) Adipogenic gene markers.

A

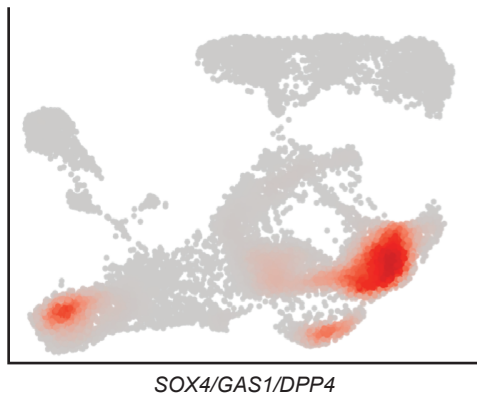

B

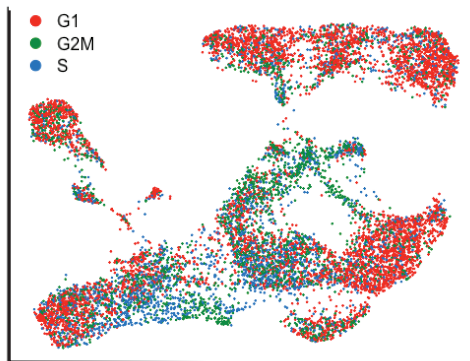

C

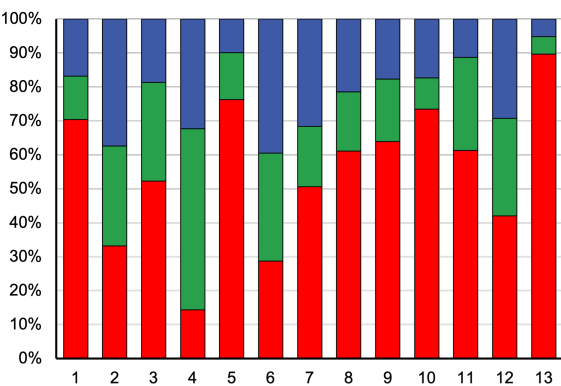

1 P-SSC

2 Activated P-SSCs

3 SCX<sup>+</sup> CPCs4 SOX9<sup>+</sup> PTHLH<sup>+</sup> CPCs 15 SOX9<sup>+</sup> PTHLH<sup>+</sup> CPCs 2

6 FAPs 1

7 FAPs 2

8 OPCs

9 Neuronal Cells 1

10 Neuronal Cells 2

11 Endothelial Cells

12 Hematopoietic Cells

13 Monocytes

Figure S3. (A) UMAP joint density plots of stemness markers. (B-C) Cell cycle phase distribution in periosteal clusters.

Mouse SSPC Markers

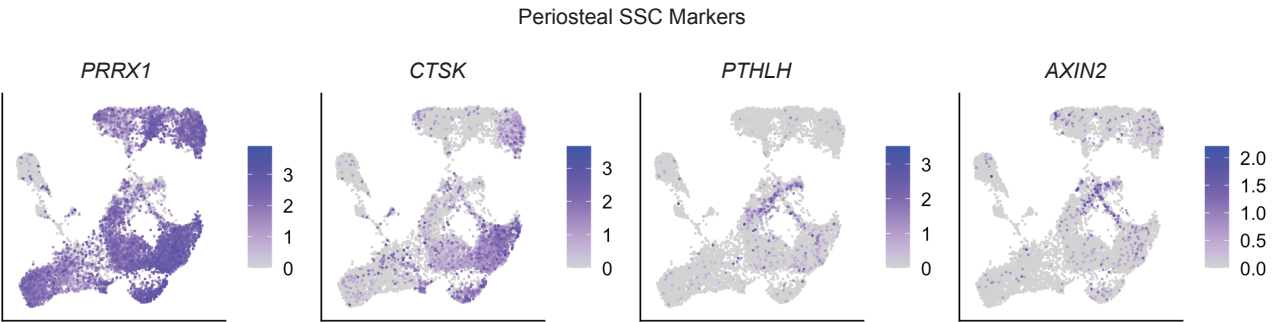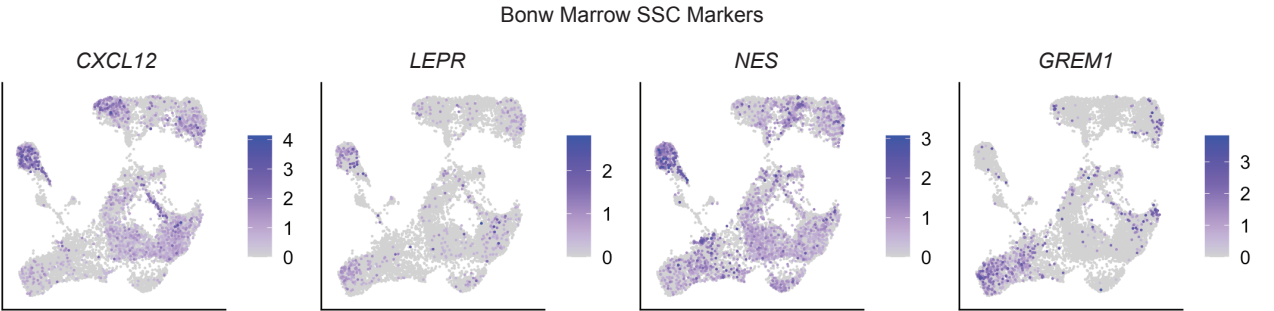

Figure S4. UMAP of representative mouse skeletal stem and progenitor cell gene expression markers.

How the deposited data were processed for this re-analysis (not part of the article)

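Periosteal cells of mouse long bones, sorted as CD45−CD31−Ter119−, were measured by 10x scRNA-Seq in 2 libraries, replicates 1 and 2 of a single condition. The sample labels give wild-type C57BL/6 mice 4 weeks of age. The number of mice behind each library is not named in the text. The human samples of the study were not used here.

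The authors demultiplexed, aligned, and counted the reads with Cell Ranger at default parameters and deposited raw UMI counts per gene and cell barcode, without normalization and without pooling the libraries. Each barcode held at least 500 UMIs, and no filter on genes or mitochondrial counts had been applied to the deposited matrices. The methods name only a human genome, so the mouse build and annotation behind the counts are unknown here. The files identify genes by Ensembl identifier. Of 32285 identifiers, 32158 were found in GENCODE M21 on GRCm38, and coordinates are those of that annotation. The other 3 features are the reporter sequences EGFP, tdTomato, and tdTomato-WPRE. UMIs remove PCR copies, but reads of near-identical genes such as Bglap and Bglap2 can still be lost or shared.

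Cells with fewer than 500 genes, fewer than 500 UMIs, or more than 10% mitochondrial counts were removed, as in the methods. The 2 libraries were integrated with Seurat 5.3.0 (R 4.3.3) by canonical correlation analysis with 3000 variable genes, anchors on 30 dimensions, and 15 principal components, and clustered by the Louvain algorithm at resolution 0.8. The authors used an earlier version of Seurat, and the text names no resolution. Hematopoietic clusters were removed, and the other cells were integrated and clustered again with the same settings. Cluster names came from 21 lists of marker genes fixed before the data were examined. A marker counted for a cluster when its log2 fold over all other kept cells, with 10 CPM added, was at least 1 and at least 20% of the cluster's cells had a UMI. A cluster took the name of the class with the largest part of its markers found, if at least 3 were found and if no other class had more markers among the 10 leading genes. This naming rule was set after the clusters had been seen. The 7 genes of Figure 8B and the text (Prrx1, Lrp1, Anpep, Cxcl12, Col2a1, Runx2, and Bglap) were left out of the variable genes and of the marker lists. A P-SSC-like cluster of 37 cells also carried hematopoietic markers, and leaving it out was an added alternative.

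UMIs were summed per library and class, and classes with at least 10 cells in each library entered a single model. These were P-SSC-like, osteoblast-like, osteogenic progenitor-like, chondrocyte-like, Lepr+ stromal-like, and skeletal muscle-like cells. A test against smooth muscle-like cells had been planned and could not be made, because library 1 held 4 of them, and tenocyte-like cells were left out for the same reason. Genes were filtered with filterByExpr, which left 9985, and normalized by TMM, and P-SSC-like cells were compared with osteoblast-like, chondrocyte-like, and Lepr+ stromal-like cells and with the mean of the other classes by the quasi-likelihood test of edgeR 4.0.16, with Benjamini-Hochberg adjustment and a threshold of 0.05. The genes named in the text were fixed beforehand as every gene that the paper names for the mouse data, the mouse genes of 13 human markers listed as P-SSC markers, and the 5 genes with the largest log2 fold change against the mean of the other classes among those past the threshold and higher in both libraries. Genes outside this rule that are named (leading genes of clusters, the markers, Xist, Col1a1, and the reporters) were chosen after their values were seen or from the marker lists.

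The test was tried on simulated data, 5 sets drawn from the real means and library sizes with 200 of 9985 genes changed. In the simulation of P-SSC-like against osteoblast-like cells, 25.4% of genes changed by 2 on the log2 scale and 1.2% of those changed by 1 were recovered, and 5.67% of the calls were false. Against chondrocyte-like cells, the values were 30.2%, 0.8%, and 9.36%, against Lepr+ stromal-like cells 25.0%, 1.0%, and 5.11%, and against the mean of the other classes 76.6%, 8.6%, and 8.19%. No gene was called in the wrong direction. In these simulations, a difference of 1 on the log2 scale was thus mostly missed with 2 libraries. Fewer genes were changed in them than the real comparisons called, so the cut on the p-value was stricter. Recovery in the real data may therefore be higher. The false share is above 5% in all 4 comparisons. Without edgeR's bias adjustment, which is off by default in this version, the false shares were 12.9%, 14.8%, 9.04%, and 9.90%. The adjusted fit was chosen for this reason after the data had been read and before any comparison of Lrp1 or Anpep was opened. In the same simulations over 8670 genes, DESeq2 1.42.0 recovered 79.4%, 79.2%, 76.8%, and 93.6% of the genes changed by 2 and made 16.9%, 15.4%, 12.5%, and 12.0% false calls.

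The sums of all classes numbered 1 come from library 1 and those numbered 2 from library 2, so the numbers pair the sums. The deviations of same-numbered sums from their class means were correlated across genes by 0.0745 to 0.368 (median 0.160) over 15 pairs of classes, with 13 pairs above 0.1. The fit with the library as a block was one of the alternatives.

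For a single library, UMI counts were given exact Poisson intervals and shares exact binomial intervals at the 95% level (scipy 1.17.1). A count of 0 was taken to allow 3 counts. To compare shares of cells with a UMI across depths, each cell was thinned to 1000 UMIs in a single draw with a fixed seed. Because shares of few cells depend on the draw, the share expected from the hypergeometric distribution and 1000 further draws were added after the data were seen. Library 1 held 100808649 UMIs and library 2 held 33306452, but 28 P-SSC-like cells with 333860 UMIs in library 1 set the precision of that class there.

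The alternatives set before the data were examined were a replicate block, DESeq2 with its size factors, no filter on low counts, each library left out, at least 20 cells per class, at most 5% mitochondrial counts, at least 1000 genes, removal of doublets called by Scrublet (scanpy 1.11.5, Python 3.11.15), resolutions of 0.4 and 1.2, 30 principal components, no integration, named genes allowed among the variable genes, thinning to 2000 UMIs, no thinning, and a minimum of 2 UMIs for a gene to be present. Scrublet called 167 of 6276 cells (2.66%) in library 1 and 2 of 2893 (0.0691%) in library 2. Because it called almost none in library 2, removal of the highest 5% of its scores in each library was added after the data were seen. The other added alternatives were the edgeR fit without bias adjustment, the mixed P-SSC-like cluster left out, skeletal muscle-like cells left out, and tenocyte-like cells counted as P-SSC-like.

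Xist marked female cells, and 4 Y-linked genes marked male cells. Cut-offs used to read the checks of the closing section (a ratio under 0.5 for cells with both sex markers, a level under 10% for Col1a1, and 2 SD above the expected number for EGFP and sex) were set after the values were seen. For tdTomato, the UMIs expected in stromal cells at like depth were taken from hematopoietic cells of the same library in 10 bins of UMIs per cell.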

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

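The tests of tdTomato against the sex of the cell and of doublets by Col1a1 were chosen before their results were seen, and the tests of free RNA, mis-assigned reads, EGFP against the sex of the cell, the mouse lines, and pooled sexes were chosen only after the result was seen. Both libraries belong to a single condition, so no biological explanation was tested for any of the patterns in this part.

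Although the cells were sorted as CD45−CD31−Ter119−, hematopoietic clusters held 92.9% of the kept cells of library 1 and 61.2% of library 2. The paper states that such cells were filtered out and does not report their share, which drew attention here. They were B cell-like (35.4% and 40.6% of the kept cells), erythroid-like (19.5% and 4.25%), of hematopoietic clusters without a name (15.7% and 7.57%), and of other hematopoietic classes. If they were doublets of a stromal and a hematopoietic cell, they would carry stromal transcripts at a large part of the stromal level. Col1a1, at 44947 and 25096 CPM in stromal cells, was at 60.2 and 37.9 CPM in hematopoietic cells, which is 0.134% and 0.151% of its stromal level, so such doublets are argued against. Cells that passed the sort with little surface antigen and an incomplete sort stay open, since no surface protein was measured in these libraries. The deeper library gave fewer stromal cells (446) than the shallower one (1123), and values of library 1 rest on fewer cells.

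EGFP is among the features of the deposited matrices, and library 2 held 6967 EGFP UMIs while library 1 held none, although the labels give wild-type mice for both. It was noticed because the paper reports no EGFP transcript for these data. Stromal cells of library 2 carried 6833 of the UMIs, in 166 of 1123 cells (14.8%), with up to 671 in a cell. Free RNA would reach all droplets alike, but at 1000 UMIs per cell EGFP was found in 8.30% of stromal cells (95% interval 6.74 to 10.1) and in 0 of 1753 hematopoietic cells, which argues against it. Reads of a mouse transcript assigned to EGFP by mistake would appear in the same cell classes of library 1, where there were 0 EGFP UMIs. A transgene active in every cell type, as in the CAG-EGFP mice of the study, is argued against by EGFP in 0.226% of the hematopoietic cells of library 2 (4 of 1770). The GFP of the Prx1CreER-GFP line would follow Prrx1, but EGFP was at 13.4 CPM in P-SSC-like cells and at 5103 CPM in an unnamed cluster with chondrocyte-like markers, where Prrx1 was at 5.29 CPM.

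A candidate explanation is that some of the mice pooled in library 2 carried an EGFP transgene active in skeletal cells. If carriers were mostly of 1 sex, EGFP would follow the sex of the cell, and of the cells with EGFP and with markers of a single sex, 90.2% (83.4 to 94.8) carried Y-linked UMIs alone (110 of 122), against 44.5% (40.6 to 48.5) of cells without EGFP (277 of 622). With at least 3 EGFP UMIs, it was 80 of 81 cells. Since cell classes differ in sex ratio, the split was also taken within classes. With the sex ratio of each of the 11 classes and unnamed clusters held, 86.4 of the 122 cells (SD 3.88) would be expected to carry Y-linked UMIs alone, below the 110 found. The share was 30 of 30 with EGFP against 52 of 75 without in chondrocyte-like cells, 21 of 22 against 48 of 98 in osteoblast-like cells, 30 of 30 against 8 of 15 in an unnamed cluster, and 6 of 6 against 29 of 46 in osteogenic progenitor-like cells. The unnamed cluster with most EGFP was not informative, with 14 of 14 against 8 of 9. In P-SSC-like cells, where EGFP was rare, 5 of 10 cells with EGFP carried Y-linked UMIs alone, against 83 of 207 without, and in tenocyte-like cells 0 of 5 did, against 16 of 68. If all mice of library 2, of both sexes, carried the transgene, cells of both sexes would carry EGFP alike, but 3.36% (1.75 to 5.80) of the cells with Xist alone did (12 of 357), against 28.4% (24.0 to 33.2) of those with Y-linked UMIs alone (110 of 387), which argues against it. Which transgene was present, and whether its expression depends on sex, was not tested.

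tdTomato had 1528 UMIs in library 1 and 4769 in library 2, also without a report in the paper for these data (its methods list a tdTomato reporter line among the mice of the study), while tdTomato-WPRE had 0 and 1. Free RNA would give stromal cells no more tdTomato than hematopoietic cells of like depth. In library 1, tdTomato was at 52.6 CPM (46.9 to 58.7) in stromal cells, with up to 31 UMIs in a cell, and at 13.6 CPM (12.8 to 14.4) in hematopoietic cells, with up to 7. Without the 6 stromal cells above 7 UMIs, it was still at 33.0 CPM (28.5 to 38.0), with 193 UMIs where hematopoietic cells of like depth would give 78.9. In library 2, it was at 282 CPM (273 to 290) in stromal and 34.5 CPM (31.7 to 37.5) in hematopoietic cells, and at 130 CPM (123 to 136) without the 70 stromal cells above 18 UMIs, the highest hematopoietic count. This argues against free RNA as the whole cause in both libraries. The share of cells with tdTomato at 1000 UMIs parted stromal from hematopoietic cells in library 2 (17.9%, 15.6 to 20.2, and 4.56%, 3.63 to 5.65) but not in library 1 (3.38%, 1.90 to 5.51, and 2.19%, 1.83 to 2.60), and free RNA as the source of the hematopoietic level was not tested. Carriers of a single sex were not seen. In library 2, 50.7% (45.3 to 56.1) of the cells with tdTomato and 53.1% (48.1 to 58.1) of those without it carried Y-linked UMIs alone, which leaves open carriers of both sexes, so that pooled carriers and other sources of tdTomato cannot be told apart here.

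Transcripts of both sexes were present in each library. Among stromal cells, 95 carried Xist and no Y-linked UMI and 144 carried Y-linked UMIs and no Xist in library 1, and 357 and 387 did in library 2. The paper states in general that sex was not considered as a biological variable and does not name the sex of these mice, and the level was above what a count of 0 allows. If each library pooled mice of both sexes, cells with both kinds of UMI would be rare. They numbered 14 in library 1, where independence would give 38.6 (ratio 0.363), and 19 in library 2, where it would give 136 (ratio 0.140). The values are consistent with pools of both sexes in each library, and the few cells with both could be doublets or free RNA. Mixing of separate libraries after preparation was not tested.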

How the results depend on the processing

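The alternatives listed as set beforehand were fixed before the data were examined, and 5 kinds were added afterwards (removal of the highest 5% of Scrublet scores, no bias adjustment, the mixed P-SSC-like cluster left out, skeletal muscle-like cells left out, and tenocyte-like cells counted as P-SSC-like). Among the results that answer a comparison, 283 values under alternatives kept their direction and their side of the threshold or stayed within the spread, 4 kept their direction but lost the threshold, 27 moved, and 0 changed direction. For fits with a library left out, the spread came from those fits themselves, so their part of the 283 is no evidence of stability.

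Lrp1 remained higher in P-SSC-like than in osteoblast-like and chondrocyte-like cells under every alternative with a test, with log2 fold changes of 1.87 to 2.12 and 1.67 to 1.89. The 4 values no longer past the threshold were those with at least 1000 genes per cell (1.95, adjusted p = 0.063, against osteoblast-like and 1.71, adjusted p = 0.080, against chondrocyte-like cells) and at resolution 0.4 (1.89, adjusted p = 0.12, and 1.69, adjusted p = 0.12), with edgeR's quasi-likelihood test. Over all 17 tested alternatives, adjusted p was 0.00014 to 0.12 and 0.00064 to 0.12. The cause was not tested. Anpep was past the threshold in all 4 comparisons under each alternative that gave a test. Lrp1 against Lepr+ stromal-like cells was past it under none. In simulations with fewer changed genes, that test mostly missed a difference of that size.

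With 1 library left out, there is no test, and values were computed with a prior count of 2, which shrinks genes with few counts toward 0. Across these fits, the log2 fold change of Lrp1 was 0.90 to 1.12 against Lepr+ stromal-like cells and 2.64 to 3.33 against the mean of the other classes. For Anpep it was 3.68 to 3.98 against osteoblast-like, 4.90 to 6.57 against chondrocyte-like, and 3.25 to 3.62 against Lepr+ stromal-like cells, and 3.94 to 5.10 against the mean of the other classes. Lrp1 against osteoblast-like cells (1.48 to 2.32) and chondrocyte-like cells (1.40 to 1.95) stayed within its spread. That spread was the SD of these same values, so staying within it is no evidence of stability.

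The number of genes lower in P-SSC-like cells than in the mean of the other classes, 189, changed most. It was 353 with at most 5% mitochondrial counts, 297 with DESeq2, 370 without integration, 354 with the replicate block, 396 without Scrublet's doublets, 389 without skeletal muscle-like cells, and 65 at resolution 0.4. At resolution 0.4, the number lower than in osteoblast-like cells was 364 (593 before), and the numbers higher and lower than in Lepr+ stromal-like cells were 185 and 132 (317 and 255 before). The cause was not tested.

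The replicate block, with the pairing given by the shared library, raised Cxcl12 against osteoblast-like cells past the threshold (log2 fold change 4.62, adjusted p = 0.0071) and changed no other call of a gene whose value is reported. Cxcl12 in this comparison had an adjusted p between 0.00066 and 0.43 over the 17 alternatives and was past the threshold in 8. The cause was not tested. Without the mixed P-SSC-like cluster, its log2 fold change was 1.95 (adjusted p = 0.43).

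The share of cells with a Prrx1 UMI among cells with Lrp1, Anpep, and Pdgfra UMIs depended on depth. After thinning to 1000 UMIs in a single draw, it rested on 1 cell in library 1 (0%) and 6 cells in library 2 (16.7%). In library 1 it was 100% where a gene was present at 2 UMIs or more, and in library 2 it was 86.6% without thinning and 81.0% at 2 UMIs or more. Without Lrp1 UMIs, it was 12.5% in library 2 after thinning to 1000 UMIs, 57.1% after thinning to 2000, 80.0% without thinning, and 100% at 2 UMIs or more. Where 1 UMI made a gene present, both shares of library 2 were lowest at 1000 UMIs, higher at 2000 (33.3% with Lrp1), and highest without thinning.

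Among the other results, 383 values were the same, 10 lost the threshold (Prrx1 against osteoblast-like cells in 8 and Col2a1 against chondrocyte-like cells in 2), 8 passed it (Cxcl12 against osteoblast-like cells), 41 moved, and 0 changed direction. The shares of cells with a UMI among them rest on a single random draw at each setting, so that in classes of few cells a change can come from the draw.

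No comparison with Lepr+ stromal-like cells was possible with at most 5% mitochondrial counts, at least 1000 genes, Scrublet's doublets removed, or no integration, because library 2 then held 6, 6, 7, and 5 of these cells. At least 20 cells per class removed no class and so tests nothing, though it is counted among the alternatives. The depth of the P-SSC-like class in library 1, 28 cells, limits all values of that class.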

Differences from the paper's values

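Clustering of the stromal cells gave 14 clusters at resolution 0.8, against the paper's 9. Of the alternatives set before the data were examined, resolution 0.4 (11 clusters) and no integration (13 clusters) came within 1.5 times the paper's number. At most 5% mitochondrial counts (15), at least 1000 genes (14), removal of Scrublet's doublets (14), resolution 1.2 (16), 30 principal components (15), and the named genes allowed among the variable genes (14) did not, and no alternative gave 9.

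The paper states that neither LRP1 nor CD13 was detectable in mature osteoblasts and chondrocytes (Figure 8B). Here, Lrp1 was detected in osteoblast-like cells (295 UMIs in library 1 and 335 in library 2) and in chondrocyte-like cells (119 and 560 UMIs). In CPM without TMM, it was at 22.5% and 14.9% of its P-SSC-like level in osteoblast-like cells. In chondrocyte-like cells, it was at 25.6% and 20.3%, and with TMM these parts are larger. Anpep was detected in osteoblast-like cells (7 and 19 UMIs), at 2.95% and 4.17% of its P-SSC-like level. The median part of the 10 P-SSC-like markers there was higher, 5.22% and 7.40%, so mixing with P-SSC-like cells stays open for Anpep. Its 2.73 (1.10 to 5.63) and 6.43 CPM (3.87 to 10.0) lay above the B cell-like upper limits, 0.257 and 0.564 CPM. At 1000 UMIs per cell, its interval lay above that of B cell-like cells in 20 and 99 of 1000 draws. In chondrocyte-like cells, Anpep had 0 UMIs in library 1 and 1 in library 2. Names of cell classes were rebuilt from markers, so that these classes need not hold the same cells as the clusters of the paper.

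The paper also states that the P-SSC clusters express Lrp1 selectively. Here, Lrp1 was also present in Lepr+ stromal-like cells (293 and 443 CPM). The paper names a Lepr+ cluster as P-SSCs, but this rebuilt class need not hold the same cells. The paper also uses LEPR to define human BMSCs. Whether the Lepr+ stromal-like cells came from periosteum or from marrow was not tested. P-SSC-like cells were 1.75 times (1.41 to 2.17) and 1.71 times (1.39 to 2.13) higher in libraries 1 and 2, beyond counting error. Across libraries the difference was left undecided (log2 fold change 1.07, adjusted p = 0.23, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In simulated data this test recovered 1.0% of the genes changed by 1 on the log2 scale, a share that may be higher in the real comparison. Tenocyte-like cells, not tested because library 1 held 2 of them, had Lrp1 at 442 and 486 CPM. The P-SSC-like ratio to these was 1.16 (0.646 to 2.29) in library 1, within counting error, and 1.56 (1.41 to 1.74) in library 2. Over osteogenic progenitor-like cells, which also carried osteoblast-like markers, the ratio was larger (4.90 and 4.40), and skeletal muscle-like cells had no Lrp1 UMI.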

Other observations

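The tests of free RNA and of mixing with P-SSC-like cells in this part were chosen only after the result was seen. The counts over the human markers listed beforehand and of Prrx1 in cells with 3 surface marker genes were planned, and the split of Lrp1 by sex was added later.

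Lrp1 UMIs in osteoblast-like and chondrocyte-like cells, where the paper describes none, were set against technical sources. Free RNA would give all classes a like level. Lrp1 was at 115 and 113 CPM in osteoblast-like and at 131 and 154 CPM in chondrocyte-like cells of libraries 1 and 2, while B cell-like cells had 0.696 CPM (95% interval 0.334 to 1.28) and 1.22 CPM (0.528 to 2.41), which argues against free RNA as the source. At 1000 UMIs per cell, the share of cells with Lrp1 in the 27 chondrocyte-like cells of library 1 depends on the random draw (expected 13.6%, from 0% to 37.0% over 1000 draws), and its interval lay above that of B cell-like cells in 926 of them. In library 2, and in osteoblast-like cells of both libraries, it did so in all 1000. Mixing with P-SSC-like cells, in a cluster or in a droplet, would bring the P-SSC-like markers to the same part of their level as Lrp1. In chondrocyte-like cells, the median part over the 10 markers was 0% in library 1 and 0.417% in library 2, with Lrp1 at 25.6% and 20.3%, and 9 of 10 markers lay below Lrp1 beyond counting error in each library, Nt5e being the exception. In osteoblast-like cells, the median part was 5.22% and 7.40%, below Lrp1 at 22.5% (18.6 to 27.3) and 14.9% (13.3 to 16.7), and the markers Ly6a (0.176% and 1.00%), Clec3b (0.227% and 0.664%), Cd34 (0.758% and 0.658%), Dpp4 (1.11% and 1.05%), and Gas1 (5.28% and 4.89%) stayed far below it. This argues against mixing as the whole cause in both classes.

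The result for osteoblast-like cells is less clear-cut than for chondrocyte-like cells. There, 4 of the 10 markers reached Lrp1's part or more in each library, with Dcn (53.8%) highest in library 1 and Nt5e (51.8%) highest in library 2, and these genes may be expressed by osteoblasts themselves. By an earlier criterion, a majority of markers below Lrp1 beyond counting error in each library, 6 and 5 of 10 did so, and the question would have been left open. The median of 5.22% and 7.40% was adopted as the criterion after these counts had been seen. A contribution of P-SSC-like cells to part of the osteoblast-like Lrp1 is therefore not excluded. No biological explanation was tested, since all cells belong to a single condition.

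Because each library held cells of both sexes, Lrp1 was also compared within cells marked by Xist alone or by Y-linked genes alone. In library 1, Lrp1 was at 534 and 376 CPM in female and male P-SSC-like cells, 106 and 118 CPM in osteoblast-like cells, and 135 and 139 CPM in chondrocyte-like cells. In library 2, it was at 779 and 712 CPM, 147 and 101 CPM, and 123 and 156 CPM. The P-SSC-like level was above the other two in both sexes of both libraries. The cells of 1 sex in library 1 were few, 14 female and 7 male P-SSC-like cells.

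The paper reports by FACS, in Prx1CreER-GFP mice, which part of LRP1+CD13+PDGFRA+ cells carried the Prx1 reporter (Figure 8G). The transcript counterpart in these libraries is the share of stromal cells with a Prrx1 UMI among cells with UMIs of Lrp1, Anpep, and Pdgfra. Without thinning, it was 25 of 26 cells (96.2%, 95% interval 80.4 to 99.9) in library 1 and 175 of 202 cells (86.6%, 81.2 to 91.0) in library 2. Among cells with Anpep and Pdgfra but no Lrp1 UMI, it was 1 of 1 and 4 of 5. At 1000 UMIs per cell, in a single draw, 0 of 1 and 1 of 6 cells with all 3 genes had Prrx1, and 1 of 8 cells without Lrp1 in library 2. The 2 groups were not separated at this depth, and the share without thinning depends on the UMIs per cell.

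The mouse genes of 13 human markers were listed beforehand as P-SSC markers. The paper itself gives 2 of them, Thy1 and Mcam (which encodes CD146), for osteoprogenitors, and the list left out Pdgfra, which the paper gives for P-SSCs. The tally was therefore also taken over the 12 genes made up of the other 11 and Pdgfra, a grouping made after the values were seen. Of these 12, 11 were tested (Ngfr had too few counts), and 3 were higher (Dpp4, Eng, and Gas1) and 2 lower (Cd200 and Nes, the latter with 1 and 2 UMIs in P-SSC-like cells) in P-SSC-like than in osteoblast-like cells, 6 higher (Ctsk, Dpp4, Eng, Gas1, Pdgfra, and Pdpn) and 1 lower (Nt5e, which encodes CD73, with a log2 fold change of -2.96 and adjusted p = 0.0036) than in chondrocyte-like cells, and 3 higher (Dpp4, Gas1, and Pdpn) and 1 lower (Cd200) than in Lepr+ stromal-like cells, with edgeR's quasi-likelihood test throughout. Pdpn, Nt5e, Pdgfra, Gas1, and Dpp4 also named the P-SSC-like class, and over the 6 tested genes that did not, the numbers higher and lower were 1 and 2, 2 and 0, and 0 and 1. Over the 13 listed beforehand, 12 of them tested, they were 4 and 2, 6 and 1, and 3 and 2. None of these lists held Cxcl12, which the paper also reports in the human P-SSC cluster. Cxcl12 was higher in P-SSC-like than in chondrocyte-like cells (log2 fold change 9.27, adjusted p = 0.0094, same test). Against osteoblast-like and Lepr+ stromal-like cells, Cxcl12 was not past the threshold (3.02, adjusted p = 0.22, and -2.87, adjusted p = 0.36, same test).

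Among osteoblast-like cells of library 1, 8 of 94 cells held all 400 Cxcl12 UMIs, while 2 of 168 cells of library 2 held 5. Lepr+ stromal-like cells, the class with most Cxcl12 (14080 and 2197 CPM), numbered 38 in library 2 and 5 there without integration. Whether these 8 cells belong to another class was not tested.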
